# Transcription factor CsWRKY40 regulates L-theanine hydrolysis by activating the *CsPDX2.1* promoter in tea leaves during withering

**DOI:** 10.1093/hr/uhac025

**Published:** 2022-02-19

**Authors:** Haiyan Cheng, Wei Wu, Xiaofen Liu, Yuefei Wang, Ping Xu

## Abstract

L-Theanine is a crucial secondary metabolite in tea and positively determines the potential quality and health benefits of tea products. Previous work found that the content of L-theanine decreased during the withering process, although the specific mechanism is still unknown. Here, weighted gene co-expression network analysis (WGCNA) was performed based on transcriptome data obtained previously. The key hydrolysis gene *CsPDX2.1* in L-theanine metabolism and seven candidate transcription factors were screened out. Among these transcription factors, CsWRKY40 displayed the strongest activation on the *CsPDX2.1* promoter (373.18-fold) by binding to the W box element, based on dual luciferase assay and EMSA results. The CsWRKY40 protein was located in the nucleoplasm, whereas CsPDX2.1 was found in both the nucleoplasm and cytoplasm. Analysis of withering, water-retention, and water-loss treatments confirmed that water loss from tea leaves was the critical factor that affected ABA and L-theanine contents by activating the expression of *CsWRKY40* and *CsPDX2.1*. Our results provide a new insight into the regulatory mechanism of L-theanine hydrolysis metabolism.

## Introduction

Secondary metabolites, ubiquitous molecular substances involved in plant growth and stress responses, are also crucial to the quality and physiological functions of plant products [1–3]. The abundant secondary metabolites in tea (*Camellia sinensis* (L*.*) O. Kuntze) give its products a unique flavor and remarkable biological activity, making it one of the most widely consumed beverages around the world [4, 5]. As one of the specialized secondary metabolites in tea, L-theanine (γ-glutamylethylamine) accounts for 40–70% of the free amino acids in tea leaves [6]. The L-theanine content directly influences the flavor of tea infusions, especially for green tea, because of its umami taste [7, 8]. L-theanine also contributes to the formation of key volatiles during tea processing [9, 10]. It has been found to have various health benefits, including neuroprotection, relaxation, improvement of memory and learning performance, and prevention of cancer and the common cold [11–13].

Since the 1960s, many studies have been carried out on the metabolism of L-theanine in tea plants [14, 15]. L-theanine is synthesized from glutamic acid and ethylamine, mainly in the tea plant roots, subsequently transported to the young shoots through amino acid permease family members (AAPs), and finally hydrolyzed in leaves [6, 15]. Recently, Cheng et al. [16] found that higher L-theanine accumulation in albino tea leaves was due to weak catabolism of L-theanine rather than activation of L-theanine biosynthesis. Furthermore, the hydrolysis of L-theanine occurs not only in tea plants but also in tea leaves plucked for processing. Withering is the first step of tea processing for green, black, oolong, and other teas, during which the harvested tea leaves are spread and aired evenly in a specific environment for several hours [17]. Previous studies, including our own research, have shown that the content of L-theanine decreases during withering [18, 19]. Moreover, our recent work indicated that L-theanine metabolism could be regulated by endogenous ABA [20].

**Figure 1:**
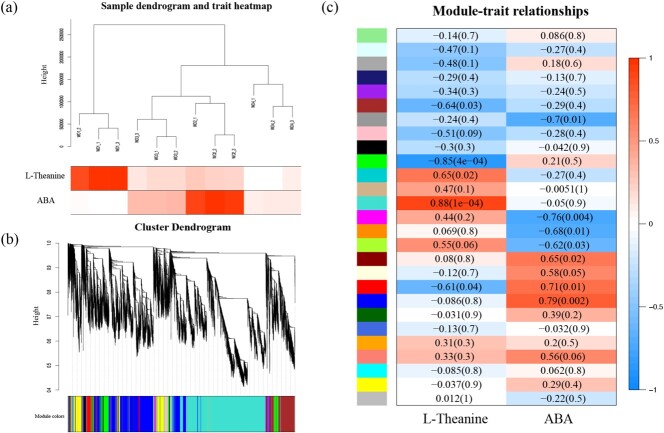
Cluster analysis of samples and construction of the co-expression modules by WGCNA. (a) Sample dendrogram and trait heatmap based on the gene expression and physiological data. (b) Gene cluster dendrogram based on the topological overlap with 27 different modules. (c) Correlation analysis of the modules and traits. *P*-values are shown in parentheses.

However, less is known about L-theanine hydrolysis than about its biosynthesis, as the related genes remain largely unknown [21]. Recently, *CsPDX2.1* was reported to be the L-theanine hydrolysis gene based on its hydrolysis ability *in vitro* [22], providing an important basis for revealing the transcriptional regulatory mechanism of L-theanine hydrolysis. Nevertheless, the critical transcription factors involved in regulating L-theanine hydrolysis and its specific mechanism have yet to be determined. Here, using previously obtained data, we performed weighted gene co-expression network analysis (WGCNA) and confirmed that the key gene in L-theanine metabolism during withering was *CsPDX2.1*. Dual-luciferase assay and electrophoretic mobility shift assay (EMSA) results indicated that the transcription factor (TF) CsWRKY40 could directly bind to and activate the promoter of *CsPDX2.1*. Withering, water-retention, and water-loss treatments were applied to tea leaves, and they confirmed that water loss from tea leaves was the key factor leading to L-theanine hydrolysis.

## Results

### WGCNA and isolation of candidate TFs

After filtering out genes with low expression, 26 524 genes (FPKM ≥ 20 in all samples) were retained. 

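Plucked shoots of tea (Camellia sinensis, cultivar Longjing43), each a bud with its youngest leaves, were withered at 25°C and 65% relative humidity, and RNA of the leaves was sequenced at 0, 9, 15 and 24 h in 3 libraries per time. The paper gives the light as 2000 lux and the submitters' sample labels give 0 lux. The sources used here do not say whether the 3 libraries of a time came from separate batches of leaves, so the p-values measure the spread between these libraries, which may be technical. The deposited table holds whole-number counts for 52332 genes, of which 33268 had a count in at least 1 library. The submitters' processing notes name FastQC 0.10.1, Trimmomatic, HISAT2 2.0.5 and StringTie 1.3.1, and the genome build, the strand setting and the way reads were assigned to genes are not given in the sources used here. The total count per library was 64931031 to 85190458 at 0 h (median 70133653), 83365579 to 118261728 at 9 h (median 85857745), 87776322 to 91804995 at 15 h (median 90058657) and 66920678 to 97055141 at 24 h (median 83082817). The 10 most abundant genes of a library held 3.8 to 4.48% of its counts at 0 h and 8.83 to 9.54% at 24 h. The gene with the most counts was MSTRG.12209, a small chain of rubisco, in each 0 h library and MSTRG.9070, a dehydrin, in each library from 9 h on. Counts were scaled by TMM (trimmed mean of M-values) and tested with edgeR's quasi-likelihood test in 1 fit over all 12 libraries with time as a factor. Levels are given as CPM, the counts of a gene scaled to its library's total as corrected by TMM. The deposited values are counts and are not divided by gene length, so they are not FPKM.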

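A value of at least 20 in each of the 12 libraries, applied to the deposited counts, left 19611 genes. Applied to TMM CPM, the same minimum left 6193 genes. Both are fewer than the paper retained by FPKM, as are the 23918 genes with a mean count of at least 20. CsPDX2.1, CsbZIP, CsB3 and CsZF passed on both scales, and MSTRG.9423, CsWRKY40, CsbHLH and CsGRAS passed on counts only.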

Co-expression networks were constructed with L-theanine and ABA, respectively. 

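Withering leaves differed from fresh leaves in most of the measured genes. No unwithered leaves were sequenced at 9, 15 or 24 h. Effects of withering therefore cannot be told apart from those of the hour of the day or of time since plucking, for clock and light-responsive genes above all. Light-harvesting subunit A4 of photosystem I (MSTRG.44696) fell from 431 to 3.26 CPM by 9 h, a log2 fold change of -7.05 (SE 0.19, adjusted p = 1.77e-11 from edgeR's quasi-likelihood test, n = 3), and chlorophyll A/B binding protein 1 (MSTRG.24347) fell by 6.30 on the log2 scale (SE 0.19). Galactinol synthase 2 (MSTRG.42832), an enzyme of raffinose sugar synthesis, rose from 2.66 CPM at 0 h to 89.7, 373 and 1033 CPM at 9, 15 and 24 h, with a log2 fold change of 8.59 (SE 0.18) at 24 h. A WRKY75 transcription factor gene (MSTRG.51664) rose by 8.17 (SE 0.34) at 24 h. Of 26712 genes tested, 7240 were higher and 7166 lower at 9 h than at 0 h, 8081 were higher and 7738 lower at 15 h, and 9256 were higher and 10451 lower at 24 h, at an adjusted p under 0.05 from the same test. The 12 libraries grouped by time: each had a library of its own time as its nearest by Euclidean distance of counts, and 3 clusters held the 0 h libraries, the 24 h libraries, and those of 9 and 15 h together. With library size as the only scaling, which moved the median of all genes by -0.20, -0.29 and -0.67 (log2) at 9, 15 and 24 h, 37.9, 35.6 and 28.2% of the called genes were higher, in place of 50.3, 51.1 and 47.0%.
Of 123 measured photosynthesis genes, 81 were lower and 8 higher at 9 h (82 and 8 adjusted over the list alone), 74 were lower and 31 higher at 15 h, and 82 were lower and 23 higher at 24 h. The camera test, with a preset correlation of 0.01 between genes, gave adjusted p = 1.6e-10, 0.000357 and 6.16e-06 for the fall, and adjusted p = 0.227, 0.462 and 0.366 with an estimated correlation. Photosystem II subunit O-2 (MSTRG.8250) fell by 6.59 at 24 h, while a rubisco activase gene (MSTRG.46674) rose from 6.45 to 578 CPM at 9 h and was at 5.84 CPM at 24 h. Of 316 ribosomal protein genes, 200 were lower and 6 higher at 9 h (204 and 7 adjusted over the list alone; adjusted p = 1.6e-10, and adjusted p = 0.299 with an estimated correlation). At 15 h, 71 of them were lower and 66 higher (69 and 56 adjusted over the list alone). The list did not pass then (adjusted p = 0.441). At 24 h, 135 were lower and 61 higher (131 and 57 adjusted over the list alone), and the list did not pass (adjusted p = 0.0709), though it did without 0 h replicate 1 (0.0415) or 24 h replicate 1 (0.0311). All 4 measured genes of the clock list were lower at each time (adjusted p = 0.00268, 0.00377 and 0.0233 from camera at 9, 15 and 24 h, and adjusted p = 0.136, 0.138 and 0.196 with an estimated correlation). Among them, the GIGANTEA genes MSTRG.25319 and MSTRG.13979 fell by 4.23 and 3.40 at 9 h. With spellings added after the descriptions were seen the list took 20 genes and did not pass at any time (adjusted p = 0.459, 0.939 and 0.459). With matching anywhere it took 64 genes and passed at 15 h (adjusted p = 0.0309) and not at 9 or 24 h (0.827 and 0.504, both towards higher).
Of 79 WRKY genes, 50 were higher and 12 lower at 9 h (50 and 13 adjusted over the list alone), 53 were higher and 13 lower at 15 h, and 53 were higher and 15 lower at 24 h (53 and 16 adjusted over the list alone). Camera gave adjusted p = 1.1e-06, 3.38e-06 and 1.94e-05 for the rise, and adjusted p = 0.196, 0.217 and 0.227 with an estimated correlation. Of 103 genes of the list for dehydration protection (dehydrins, late embryogenesis abundant (LEA) proteins, sugar synthesis), 46 were higher and 20 lower at 9 h (49 and 20 adjusted over the list alone), with adjusted p = 0.00268, which also held with an estimated correlation (0.032). At 15 h, 48 were higher and 26 lower, the same adjusted over the list alone (adjusted p = 0.0244, and adjusted p = 0.0785 with an estimated correlation). At 24 h, 47 were higher and 35 lower (49 and 36 adjusted over the list alone). The list did not pass then (adjusted p = 0.0913). Its members moved both ways: galactinol synthase 4 (MSTRG.25287) fell by 6.25 at 24 h, and many are LEA hydroxyproline-rich glycoproteins, such as MSTRG.21898, which rose by 5.08 at 15 h. This list was matched by whole words, a choice made after the gene descriptions were seen, and with its patterns matched anywhere in a description it took 571 genes and gave adjusted p = 0.989 at 9 h and 0.989 at 15 h. Of 104 genes for ABA signalling, most of them described only as protein phosphatases 2C, a family with other roles too, 44 were higher and 22 lower at 9 h (45 and 22 adjusted over the list alone; adjusted p = 0.0233, and adjusted p = 0.0902 with an estimated correlation). This call ended with matching anywhere (adjusted p = 0.0508). At 15 h, 41 were higher and 23 lower, the same adjusted over the list alone, and the list did not pass (adjusted p = 0.0645, or 0.0275 with added spellings). At 24 h, 55 were higher and 22 lower (56 and 22 adjusted over the list alone; adjusted p = 0.00299, which also held with an estimated correlation). The largest change among its members of at least 10 CPM was that of HVA22 homologue A (MSTRG.14443), which fell by 3.72 at 24 h. The phosphatases MSTRG.29414 and MSTRG.11761 rose by 3.62 and 3.33 at 24 h, and MSTRG.27849 rose by 3.69 at 15 h. Of 7 genes of ABA synthesis and breakdown, 2 were lower and 1 higher at 9 h, 3 and 1 at 15 h, and 5 and 1 at 24 h, the same adjusted over the list alone. The list did not pass at any time (adjusted p = 0.442, 0.442 and 0.22). Zeaxanthin epoxidase (MSTRG.40888) fell by 2.37 at 24 h, and a gene of the molybdenum cofactor sulfurase family (MSTRG.34255) rose by 1.25. With added spellings the list took 17 genes, of which 5 were lower and 7 higher at 9 h, 7 lower and 3 higher at 15 h, and 9 lower and 5 higher at 24 h. It did not pass either (adjusted p = 0.701, 0.247 and 0.588), and its median at 9 h was 0.19, in place of -0.10.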

The sample dendrogram and trait heatmap were visualized to evaluate the relationship between the relevant gene expression data and the physiological traits within and between groups (Fig. 1a). The expression patterns of all genes were distinguished and categorized to generate a cluster dendrogram with 27 modules (Fig. 1b). 

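In the unsigned network of 19611 genes at a soft power of 14, with groups taken at a fixed height of 95% of the joining height range, 7 groups formed. MSTRG.9423 and the genes of the 6 candidate transcription factors fell in the group of CsPDX2.1, of 5869 genes. The paper picked these genes from the same libraries, the factors for their correlation with CsPDX2.1 and MSTRG.9423 from its module, so sharing a group built on correlations largely restates that choice. With the height at 99%, set as the main setting, 19477 genes formed 1 group, so sharing it was close to fixed and did not separate time courses. Their shared group was also large on log2 CPM (19230 genes) and with signed adjacency (15353 genes). At 95%, the eigengene of the group of CsPDX2.1, the first principal component of its genes, was -0.125 ± 0.13 at 0 h, 0.368 ± 0.299 at 9 h, 0.069 ± 0.064 at 15 h and -0.312 ± 0.101 at 24 h (SD, n = 3). The eigengene of the largest group, of 10666 genes, went from 0.387 ± 0.124 at 0 h to -0.40 ± 0.01 at 24 h. In an unsigned network a group can hold genes that rose and genes that fell. The sign of an eigengene was set to follow the mean of its genes, so it does not give the direction of each gene. The fixed height stands in for the module detection of the paper's tool, which was not run here, so the number of groups is not on the scale of the paper's modules. Apart from those on log2 CPM, the groups were made on counts, and library size is part of them.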

The diagram of module-trait relationships indicated that the turquoise module and the blue module showed significant correlations with L-theanine and ABA, with Pearson correlation coefficients of 0.88 and 0.79 (P < 0.01), respectively (Fig. 1c).

Based on gene annotation data, two genes, *MSTRG.33795* and *MSTRG.9423*, associated with L-theanine metabolism were obtained from the blue module (6726 genes). 

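MSTRG.33795 and MSTRG.9423 are both described in the deposited table as pyridoxine biosynthesis 2, the glutamine amidotransferase subunit of vitamin B6 synthesis. MSTRG.33795 (CSS034324) lies on Scaffold426 from 4011628 to 4021366 on the minus strand. MSTRG.9423 (CSS008524) lies on Scaffold1644 from 1447647 to 1453362, also on the minus strand. The table gives no exons or transcript lengths, and reads that match both genes could have been split between them.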

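MSTRG.33795 was at a higher level than MSTRG.9423 in each of the 12 libraries. The ratio of their counts was 100.9 ± 3.6 at 0 h, 76.4 ± 10.2 at 9 h, 55.9 ± 4.5 at 15 h and 84.8 ± 33.1 at 24 h (SD, n = 3). MSTRG.9423 was at 1.13 ± 0.066 CPM at 0 h, 2.48 ± 0.438 at 9 h, 3.22 ± 0.672 at 15 h and 1.92 ± 0.579 at 24 h. Against 0 h its log2 fold change was 1.13 (SE 0.26, adjusted p = 0.00266) at 9 h, 1.51 (SE 0.27, adjusted p = 0.00028) at 15 h and 0.76 (SE 0.27, adjusted p = 0.0206) at 24 h, from edgeR's quasi-likelihood test. The call at 24 h ended with library size as the only scaling (log2 fold change 0.10), in a fit of only the 2 times (0.76, adjusted p = 0.0646), and without 0 h replicate 1 (0.71), 24 h replicate 1 (0.63) or 24 h replicate 2 (0.60, adjusted p = 0.0761). The ratios are of counts, which a longer gene collects more of.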

According to the RNA-seq data, the FPKM value of *MSTRG.33795* was much higher than that of *MSTRG.9423* (Fig. S1). NCBI BLAST analysis of the full amino acid sequence revealed that *MSTRG.33795* was *CsPDX2.1*. No genes related to L-theanine metabolism were found in the turquoise module, suggesting that the gene expression pattern differed from the pattern of change in L-theanine content. 

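Genes of the metabolism of glutamine and glutamate, the latter a substrate of L-theanine synthesis, moved in both directions during withering. Glutamine synthetase 2 (MSTRG.46808), the plastid form, fell from 385 ± 8.86 CPM at 0 h to 177 ± 2.92, 124 ± 8.24 and 30.7 ± 4.06 CPM at 9, 15 and 24 h, a log2 fold change of -3.65 at 24 h (SE 0.10, adjusted p = 3.08e-12 from edgeR's quasi-likelihood test, n = 3). A glutamate synthase 1 gene (MSTRG.7022) fell from 70.3 ± 17.7 CPM at 0 h to 2.39 ± 2.36 CPM at 24 h, a log2 fold change of -4.92 (SE 0.61, adjusted p = 7.03e-06 from the same test). Glutamate dehydrogenase 2 (MSTRG.49935) rose by 4.52 at 24 h and glutamate dehydrogenase 1 (MSTRG.35351) fell by 3.34. Of the other genes described as glutamate dehydrogenase 2, MSTRG.24393 had a log2 fold change of 0.90 at 24 h and MSTRG.43508 of -1.20. Another glutamate synthase 1 gene (MSTRG.36184) had -2.63 at 24 h, while the NADH-dependent glutamate synthase 1 genes MSTRG.38570 and MSTRG.28369 had 2.63 and 1.06. Of 13 measured members of the list for theanine and glutamine metabolism, 5 were higher and 7 lower at 9 h, 5 were higher and 6 lower at 15 h, and 7 were higher and 6 lower at 24 h, with the same counts adjusted over the list alone. Members were matched on descriptions, and the 13 include N-acetyl-l-glutamate synthases 1 (MSTRG.15147) and 2 (MSTRG.36953), both among those lower at 9 h. They also include the arginine decarboxylase 2 genes MSTRG.24406 and MSTRG.49842, both among those higher at 9 h. The list did not pass the camera test at any time (adjusted p = 0.88, 0.88 and 0.807), and its median and mean differed in sign at 9 h (-0.32 and 0.15) and at 24 h (0.48 and -0.33).
Spellings of this annotation, added after the descriptions and some of these counts were seen, brought in genes described as glutamine synthase clone R1, the pyridoxine biosynthesis genes and gamma-glutamyl transpeptidase 4. Of the 22 measured genes of the longer list, 10 were higher and 10 lower at 9 h, 10 were higher and 9 lower at 15 h, and 13 were higher and 9 lower at 24 h. It did not pass at any time (adjusted p = 0.975, 0.911 and 0.689). Levels of L-theanine and ABA in these samples were not used here.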

Through further screening, 344 genes were found to be highly correlated with *CsPDX2.1.* Among them, seven unigenes encoded putative TFs related to *CsPDX2.1* (Fig. S2). 

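On counts, CsZF had the highest Pearson r with CsPDX2.1 among the 6 candidate transcription factors, and CsWRKY40 the highest Spearman rho. The paper picked these genes from the same libraries for their high correlation with CsPDX2.1, so their p-values, adjusted over the 6 and not over the 19611 genes compared, follow from that choice and are not independent evidence. CsZF had an r of 0.962 over the 12 libraries on counts (permutation p = 1e-05, the smallest the resamples can give, adjusted p = 6e-05 over the 6) and a Spearman rho of 0.888 (adjusted permutation p = 0.000465). CsWRKY40 had r = 0.953 (permutation p = 5e-05, adjusted p = 0.00012) and rho = 0.925 (adjusted permutation p = 0.00021). By r among all the genes compared, CsWRKY40 ranked 91, CsZF 24 and CsGRAS 598. CsbZIP had r = 0.942 and rho = 0.916, CsbHLH 0.935 and 0.818, CsB3 0.931 and 0.804, and CsGRAS 0.914 and 0.895, each with an adjusted permutation p of at most 0.0025. Without the 2 libraries farthest from the median of CsPDX2.1, r was 0.938 for CsWRKY40 and between 0.869 (CsGRAS) and 0.92 (CsbZIP) for the others. On log2 CPM, r was 0.906 for CsbHLH, 0.861 for CsbZIP, 0.726 for CsB3, 0.718 for CsZF and 0.69 for CsWRKY40 (adjusted permutation p = 0.0211), and CsGRAS no longer passed (r = 0.412, adjusted permutation p = 0.186). The 12 libraries are 3 at each of 4 times, so they are not 12 independent samples. After the mean of each time was subtracted, r on counts was 0.84 for CsWRKY40 and between 0.725 (CsB3) and 0.89 (CsGRAS) for the others. On log2 CPM it was then 0.574 for CsZF, 0.412 for CsbZIP, 0.342 for CsbHLH, 0.273 for CsGRAS, -0.283 for CsB3 and -0.314 for CsWRKY40. No test was run on these within-time values.
On counts, 895 of the 19611 genes had an r of at least 0.9 with CsPDX2.1, against a mean of 1.4 and a highest value of 583 in 1000 permutations of CsPDX2.1 over the libraries (p = 0.001, the smallest they can give). Permuting libraries singly breaks their shared times and library sizes, so this p is too small. On CPM 21 genes had such an r. The median r of all the genes with CsPDX2.1 was 0.395 on counts and -0.011 on CPM. The counts of CsPDX2.1 had an r of 0.768 with the library total, and without 9 h replicate 1, the deepest library, 292 genes reached an r of at least 0.9. The paper's text states no minimum for a high correlation. From the genes most correlated with CsPDX2.1, the paper selected those that encode transcription factors for cloning and for tests on the CsPDX2.1 promoter.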

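The genes of CsWRKY40, CsbZIP, CsB3, CsbHLH, CsGRAS and CsZF were all highest at 9 h in mean CPM and fell between 9 and 24 h. The paper picked them from these libraries for their correlation with CsPDX2.1, so their shared time course largely follows from that choice. CsWRKY40 (MSTRG.6798, CSS004414, Scaffold146 from 823418 to 826216, described in the table as WRKY18) was at 3.94 ± 0.986 CPM at 0 h, 14.6 ± 0.747 at 9 h, 10.2 ± 0.828 at 15 h and 3.09 ± 1.02 at 24 h (SD, n = 3). Its log2 fold change was 1.89 at 9 h (SE 0.22, adjusted p = 1.07e-05 from edgeR's quasi-likelihood test), 1.37 at 15 h (SE 0.22) and -0.35 at 24 h (SE 0.22, adjusted p = 0.179), and at 24 h it passed the test with library size as the only scaling (-1.02, adjusted p = 0.000946) and without 24 h replicate 1 (-0.59, adjusted p = 0.0329). CsbHLH (MSTRG.8952), at 2.94 CPM at 0 h, rose by 2.42 at 9 h and 1.82 at 15 h and was 0.99 higher at 24 h (0.32 with library size alone, adjusted p = 0.101). CsB3 (MSTRG.24832) rose by 1.47 at 9 h and had a log2 fold change of -0.14 at 24 h (SE 0.11, adjusted p = 0.278), which passed the test with library size alone (-0.81) and without 0 h replicate 2 (-0.26, adjusted p = 0.0314). CsbZIP (MSTRG.22195), described as G-box binding factor 3, rose by 1.26 at 9 h and was 0.29 higher at 24 h, a direction that turned to -0.38 with library size alone. CsGRAS (MSTRG.35117) rose by 0.80 at 9 h and fell by 1.28 at 24 h against 0 h (SE 0.08, adjusted p = 6.14e-09 from the same test). CsZF (MSTRG.49989), a B-box zinc finger gene, rose by 1.05 at 9 h and fell by 0.35 at 24 h (adjusted p = 0.0201), a call that ended with DESeq2 and its size factors (-0.27, adjusted p = 0.0606 with the latter), in a fit of only the 2 times (-0.34), and without 0 h replicate 3 (-0.20) or 24 h replicate 1 (-0.28).

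**Figure D1:**
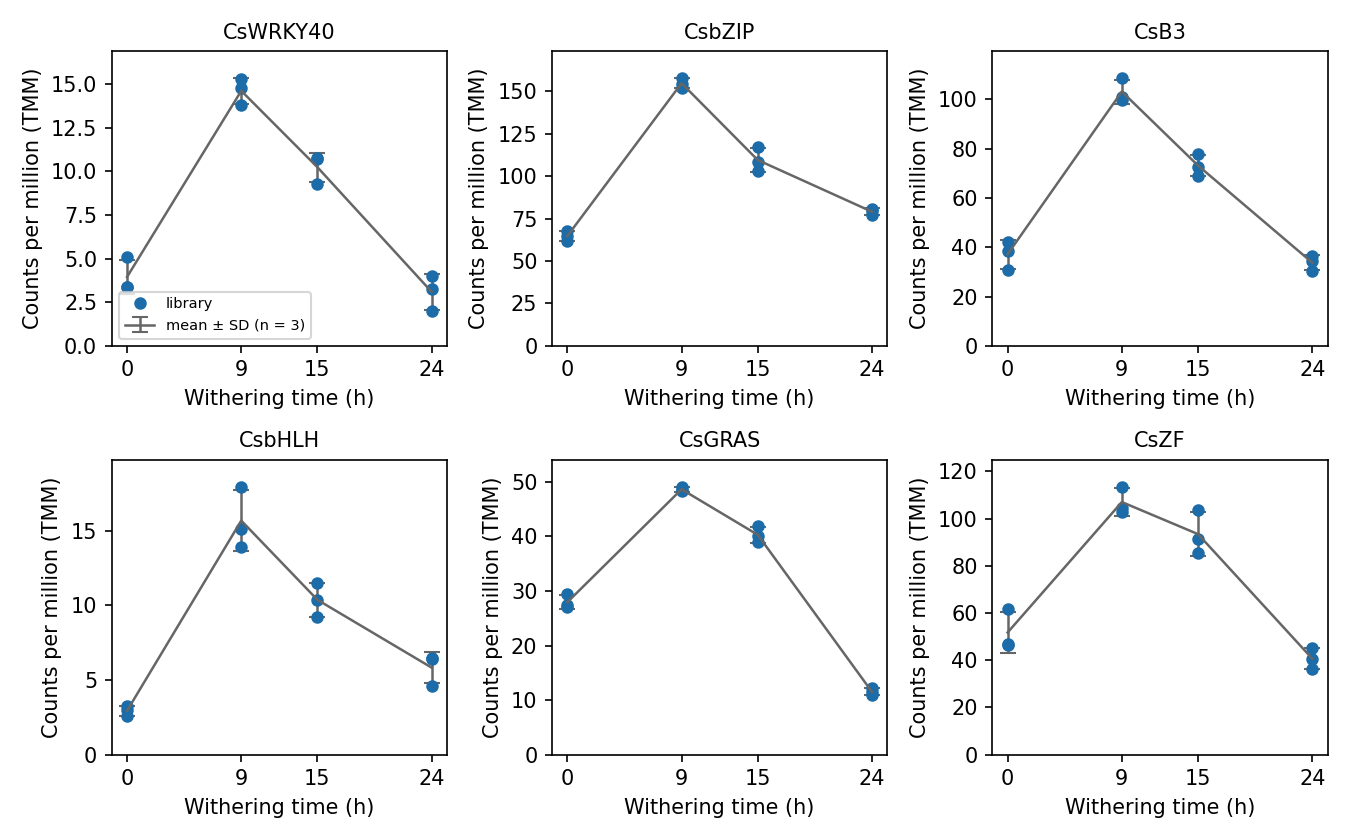
TMM CPM of the 6 transcription factor genes against withering time in hours. Points are libraries, and lines join the means with SD bars (n = 3). Each gene has its highest mean at 9 h.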

Finally, six genes were obtained after full-length cloning and sequence analysis: *CsWRKY40* (CSS004414), *CsbZIP* (CSS005984), *CsB3* (CSS020472), *CsbHLH* (CSS003725), *CsGRAS* (CSS030401), and *CsZF* (CSS013198).

### *In vivo* regulatory effects of selected TFs on the *CsPDX2.1* promoter

Dual-luciferase assays showed that there was extremely significant transactivation (373.18-fold) by CsWRKY40 on the *CsPDX2.1* promoter, whereas other TFs had little effect (Fig. 2a). The *CsPDX2.1* promoter sequence contains three W boxes, which are located at −145 bp to −140 bp, −1208 bp to −1203 bp, and −1607 bp to −1602 bp. EMSA results showed that the *CsWRKY40* protein bound to the second W box (TTGACC) (Fig. 2b). The purified *CsWRKY40* protein delayed the biotinylated probe, and the binding affinity was gradually reduced by an increasing concentration of cold probe (without biotin labeling). Additionally, the presence of *CsWRKY40* protein had no significant effect on the mobility of the mutant biotinylated probe (Fig. 2c).

**Figure 2:**
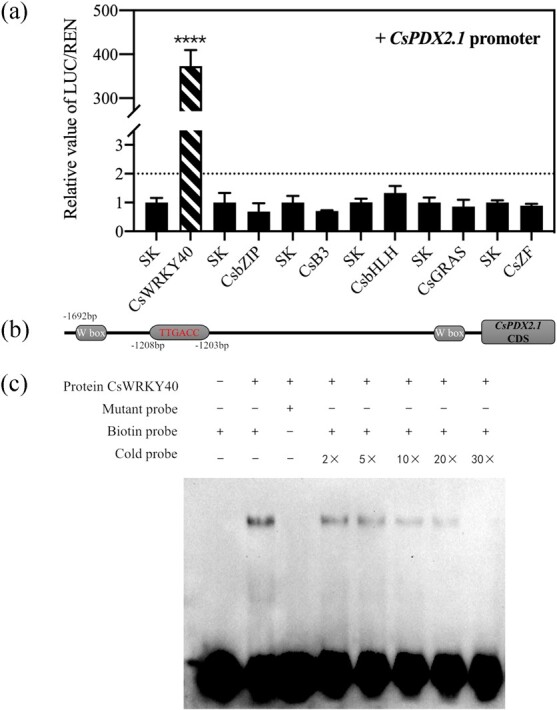
Regulatory effects of six TFs on the *CsPDX2.1* promoter and EMSA analysis of the binding ability of CsWRKY40 to the *CsPDX2.1* promoter. (a) The Luc/Ren ratios of various TFs are all relative to the value of empty vector plus promoter, which was set to 1. Values are means (+SE) from three biological replicates (^****^P < 0.0001). (b) The locations of the three W boxes in the promoter are shown, and the protein binding sequences and sites are highlighted. (c) Purified protein was mixed with three probes for EMSA. The presence (+) or absence (−) is shown. The biotin probe and mutant probe contained a 3′ biotin label, and the cold probe lacked the 3′ biotin label. The binding ability of the protein was analyzed by the concentration ratio of the cold probe to the biotin probe.

### Bioinformatics analysis of *CsWRKY40*

Sequence analysis indicated that *CsWRKY40* belonged to Group IIa of the WRKY family. To investigate the relationships of CsWRKY40 to Group II WRKY proteins from *Arabidopsis*, a phylogenetic tree was constructed using MEGA X (Fig. S3a). The results showed three Group IIa WRKY proteins, AtWRKY60, AtWRKY18, and AtWRKY40, in the *Arabidopsis* database. Among them, AtWRKY40 had the highest homology to the CsWRKY40 protein. Multiple sequence alignment showed that CsWRKY40 contained two highly conserved WRKY DNA-binding domains, the WRKYGQK motif and a CX_1-5_CX_22-23_HXH zinc finger, consistent with those of five other Group IIa WRKY proteins from *Arabidopsis*, *kiwifruit,* and *Cinnamomum camphora* (Fig. S3b).

### Subcellular localization analysis of CsWRKY40 and CsPDX2.1

To determine the subcellular localization of CsWRKY40 and CsPDX2.1, transient expression assays in *N. benthamiana* leaves were used to visualize the locations of the target proteins. The green fluorescence signals of CsWRKY40 were clearly distributed in the nucleus, whereas those of CsPDX2.1 were located in both the cytoplasm and nucleoplasm (Fig. 3), consistent with a previous result [22].

**Figure 3:**
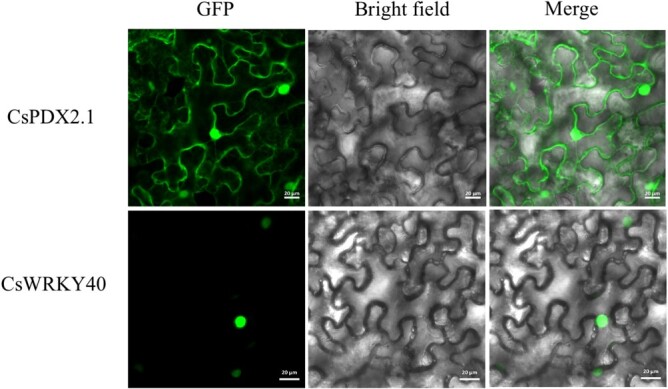
Subcellular localization of CsPDX2.1-GFP and CsWRKY40-GFP in *N. benthamiana* leaves. Green fluorescence represents the localization of the fusion protein. The GFP fusion protein was found in the cytoplasm and nucleoplasm structure of tobacco leaf cells, whereas the CsWRKY40-GFP fusion protein was found in the nucleoplasm structure. Bars = 20 μm.

### Moisture, L-theanine, and endogenous ABA contents in three treatments

Previously, we found that L-theanine decreased gradually with the loss of water during withering, and transcriptome analysis showed that ABA might potentially regulate L-theanine metabolism [20]. Therefore, to further investigate whether moisture content was the key factor involved in L-theanine catabolism in tea leaves, we established three treatments, a withering treatment, a water retention treatment, and a water loss treatment. The moisture, L-theanine, and ABA contents of tea leaves were measured at 0, 3, 6, 9, 12, 18, and 24 h. In the withering treatment (Fig. 4a), the contents of moisture (from 74.544% to 67.313%) and L-theanine (from 13.903 mg g^−1^ to 6.442 mg g^−1^) decreased significantly in tea leaves with a similar trend over 24 h, whereas the ABA content first increased and then decreased, reaching a peak at 12 h (average of 19.285 ng g^−1^ DW). When water was continuously supplied to tea leaves, the levels of L-theanine and ABA were basically unchanged (Fig. 4b). The water loss treatment created a drought stress during which tea leaves stably and continuously lost water. The results showed that the water content (from 74.544% to 65.052%) and L-theanine content (from 13.903 mg g^−1^ to 5.260 mg g^−1^) continued to decline, and their variation ranges were greater than those in the withering treatment. Meanwhile, ABA content increased significantly from 0 h (average of 4.875 ng g^−1^ DW) to 6 h (average of 12.965 ng g^−1^ DW) and was then maintained until it decreased dramatically at 24 h (average of 5.911 ng g^−1^ DW) (Fig. 4c). The highest ABA content in the water loss treatment was not higher than that in the withering treatment; a possible reason was that the rapid loss of water in a short period of time led to an insufficient ABA response. These results indicated that water content in tea leaves was directly related to L-theanine metabolism and negatively regulated ABA metabolism to a certain extent.

**Figure 4:**
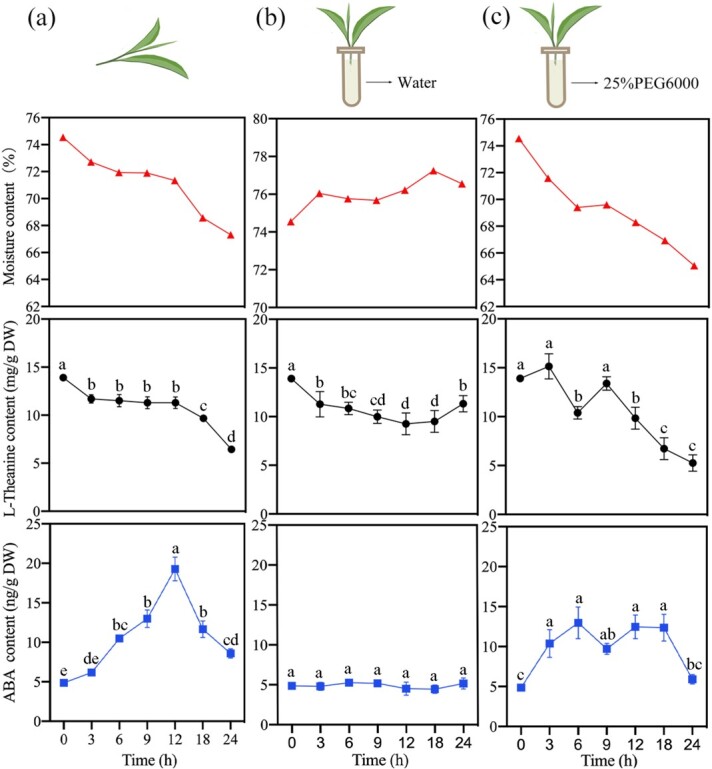
Changes in water, L-theanine, and ABA contents in three treatments within 24 h. The tender tea stems were placed on plates to wither naturally (a), inserted into tubes filled with water for the water retention (b), or inserted into tubes filled with 25% PEG6000 for the water loss (c). Different letters indicate significant differences among treatments (P < 0.05).

**Figure 5:**
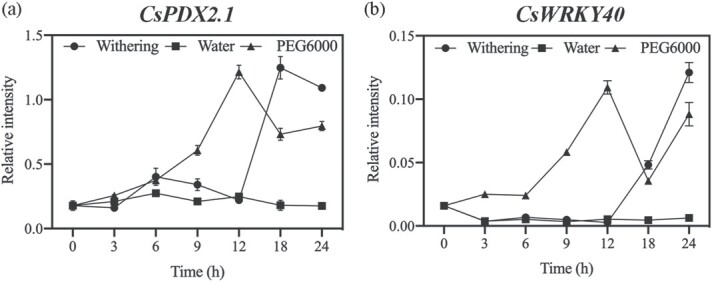
Expression of *CsPDX2.1* and *CsWRKY40* in three treatments. Values are means (±SE) from three biological replicates.

### Expression of *CsPDX2.1* and *CsWRKY40* in three treatments

The expression levels of *CsPDX2.1* (Fig. 5a) and *CsWRKY40* (Fig. 5b) were determined in samples from the three treatments. qRT-PCR analysis showed that *CsPDX2.1* was clearly positively correlated with *CsWRKY40*. In the case of sufficient water supply, the expression levels of both genes remained stable. While the leaves were under drought stress, gene expression levels increased significantly within 12 h and were higher than those in the withering treatment.

## Discussion

L-theanine is an important contributor to the quality and bioactivity of tea [23]. Therefore, understanding the mechanism of L-theanine hydrolysis during withering is crucial for maintaining L-theanine content during processing. Although previous studies indicated that *CsPDX2.1* was the L-theanine hydrolase gene [22], the key transcription factors and regulatory mechanisms that regulate *CsPDX2.1* have not yet been reported. Based on transcriptome analysis, we confirmed that *CsPDX2.1* was a key gene for L-theanine hydrolysis during withering, and further study identified CsWRKY40 and verified that it had a strong transcriptional activation effect on *CsPDX2.1*.

### *CsPDX2.1* is the key gene of L-theanine hydrolysis during withering, and six candidate TFs were obtained

WGCNA is thought to be an effective tool for identifying key genes and TFs of target metabolites from large amounts of transcriptome data. For instance, Wang et al. [24] used WGCNA to construct a network using 13 010 genes and 22 tea metabolites, ultimately identifying *CsMYB* as a key TF involved in lipid and flavonoid metabolism under blue light. Using the WGCNA method, we constructed co-expression networks by associating the transcriptome data with L-theanine content and ABA content during withering (Fig. 1). By screening the genes in the most correlated modules, no genes related to L-theanine synthesis were found in the two modules, but the L-theanine hydrolysis gene *CsPDX2.1* was obtained in the ABA-related module, confirming that L-theanine hydrolysis was the overall trend during withering and that this process was related to ABA.

To further understand the transcriptional regulatory mechanism of L-theanine hydrolysis, six candidate TFs (*CsWRKY40*, *CsbZIP*, *CsB3*, *CsbHLH*, *CsGRAS*, and *CsZF*) were identified from 344 genes related to *CsPDX2.1*. In tea plants, members of the *CsWRKY*, *CsbZIP*, *CsbHLH*, and *CsGRAS* families generally respond to abiotic stress (low temperature, dehydration, and salt stress) and exogenous hormone treatment, whereas members of the other two transcription factor families are less studied [25–28]. However, the transcriptional regulatory effects of these TFs on secondary metabolites that can affect the quality of tea have not previously been determined.

### **CsWRKY40** regulates the promoter of *CsPDX2.1*

Through a dual-luciferase assay, CsWRKY40 was identified based on its impressive regulatory effect (373.18-fold) on the *CsPDX2.1* promotor. EMSA was used to verify the physical interaction between CsWRKY40 and the *CsPDX2.1* promoter and to more precisely determine the location of the binding site in the promoter sequence. Most WRKY family proteins have been shown to bind to the cognate **cis-*acting* W box (T)(T)TGAC(C/T), and TGAC was the most conserved functional sequence [29, 30]. Some rare motifs bound by WRKY family proteins in other plants, such as the PRE4 element (TGCGCTT) and the sugar-responsive (SURE) element (TAAAGATTACTAATAGGAA), were not found in the *CsPDX2.1* promoter [31, 32]. EMSA results showed that CsWRKY40 bound *the *CsPDX2.1** promoter, and its binding sequence was TTGACC. In summary, *CsWRKY40* had a significant regulatory effect on the expression of *CsPDX2.1*. However, whether CsWRKY40 is the main or independent regulatory factor for L-theanine hydrolysis genes in tea plants requires further verification, perhaps through the use of transgenic technology.

*CsWRKY40* belongs to the WRKY group IIa family. In the plant kingdom, WRKY TFs are present in a variety of plants and have been demonstrated to participate in hormone signaling, biotic and abiotic stresses, and secondary metabolite metabolism [30, 33]. Wang et al. [28] reported that there were at least 56 *CsWRKY* genes in the tea plant genome. However, to date, only five *CsWRKYs* have been identified: *CsWRKY7* (group IId) [34], *CsWRKY26* (group I) [35], *CsWRKY2* (group I) [36], *CsWRKY31* (group IIb), and *CsWRKY48* (group IIc) [37]. Among them, *CsWRKY31* and *CsWRKY48* were found to inhibit the synthesis of EGCG3′′Me by binding to the promoter of genes related to EGCG3′′Me synthesis [37]. In the present work, we discovered and verified a member of the *CsWRKY* group IIa family for the first time, providing new insight into the regulatory effects of WRKY family members on secondary metabolites.

### Water loss is the triggering factor for L-theanine hydrolysis

During withering, the content of L-theanine in harvested tea is affected by a variety of environmental factors, such as light source [38] and temperature [39]. However, the most common and consistent observation is the loss of water in the withering process, which shrinks and softens the fresh tea leaves, making them suitable for subsequent processing. We therefore speculated that the loss of water may be the direct cause of L-theanine hydrolysis. Wang et al. [40] applied drought stress to two-year-old tea plants and found that the content of L-theanine decreased significantly with decreasing water content. In addition, throughout the tea manufacturing process, from high moisture content to complete dryness, L-theanine content gradually decreases [41]. To further determine the role of water in L-theanine hydrolysis, we established three water treatment models. Our results indicated that water loss plays a role as a trigger for L-theanine hydrolysis, and the expression levels of *CsPDX2.1* and *CsWRKY40* in the three treatments were consistent with this scenario (Fig. 5). In the withering treatment, the expression of *CsWRKY40* increased significantly after 12 h, which activated the expression of *CsPDX2.1* and caused a significant decrease in L-theanine content. Compared with the water retention treatment, the expression levels of *CsWRKY40* and *CsPDX2.1* gradually increased in the water loss treatment, resulting in the continuous hydrolysis of L-theanine. Interestingly, compared with the water retention treatment, ABA content continued to increase and remained at a higher level under the dehydration treatment. This is consistent with the results in previous reports [20, 42]. In the WGCNA analysis, *CsPDX2.1* was found in the module with the highest positive correlation to ABA, indicating that the expression pattern of *CsPDX2.1* during withering was significantly correlated with ABA content. More intuitively, the FPKM value of *CsPDX2.1* showed a trend similar to that of ABA content (Fig. S1). 

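CsPDX2.1 was higher at 9, 15 and 24 h than in fresh leaves, and highest in mean level at 9 h. Its level was 114 ± 2.86 CPM at 0 h, 187 ± 16.0 at 9 h, 178 ± 25.4 at 15 h and 150.2 ± 13.7 at 24 h (SD, n = 3). Its log2 fold change against 0 h was 0.72 at 9 h (SE 0.11, adjusted p = 8.56e-05), 0.64 at 15 h (SE 0.11, adjusted p = 0.000177) and 0.40 at 24 h (SE 0.11, adjusted p = 0.00454), from edgeR's quasi-likelihood test. At 24 h the direction turned with library size as the only scaling (-0.27, adjusted p = 0.0429). Between 9 and 15 h it did not pass the test (-0.07, adjusted p = 0.644). At 24 h it was lower than at 9 h (-0.32, adjusted p = 0.0191), a call that ended with DESeq2 and its size factors (-0.24, adjusted p = 0.0695 with the latter), and without 9 h replicate 2 or 24 h replicate 1 (-0.27 each). On counts, not divided by library size, the means were 10231 ± 1473 at 0 h, 19072 ± 4229 at 9 h, 16026 ± 2709 at 15 h and 9411 ± 717 at 24 h. ABA levels were not used here, so the trend of ABA was not compared.

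**Figure D2:**
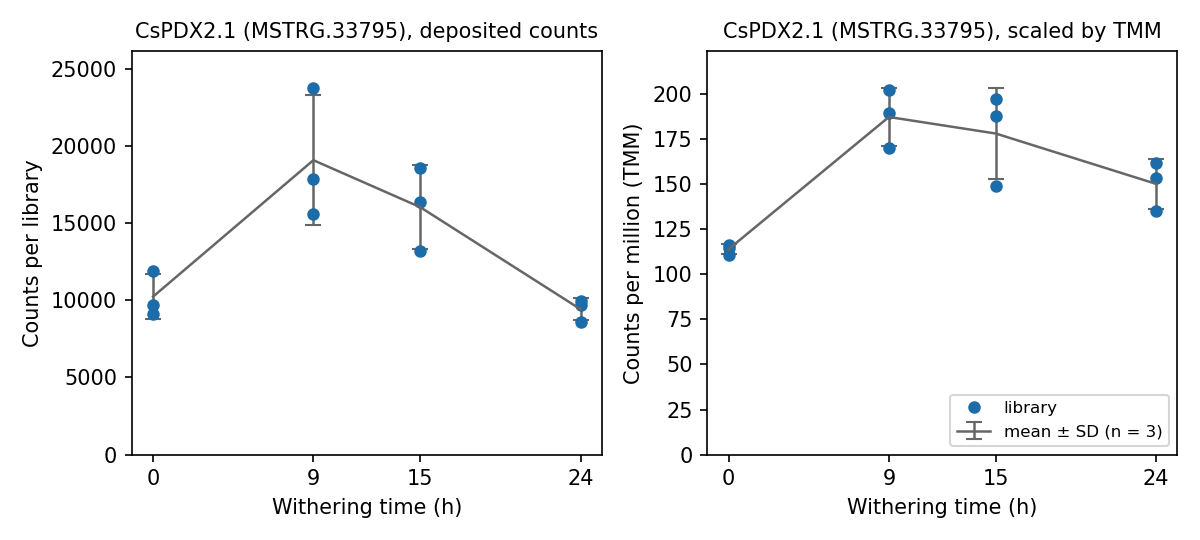
CsPDX2.1 against withering time in hours, as counts per library (left) and as TMM CPM (right). Points are libraries, and lines join the means with SD bars (n = 3). On counts the mean at 24 h is below that at 0 h, and on CPM it is above.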

At the same time, in the dehydration treatment, the expression patterns of *CsWRKY40* and *CsPDX2.1* were consistent with the changes in ABA content. Previous work found that when exogenous ABA was applied to detached tea shoots, it significantly affected the content of L-theanine [43]. Given the vital role of ABA in plant response to abiotic stress, especially drought stress, we deduced that ABA may participate in L-theanine hydrolysis, and possible participation paths are shown in Fig. 6. In addition, *CsWRKY40* has high homology to *AtWRKY40*, **AtWRKY18*,* and *AtWRKY60* (Fig. S3), and previous studies have shown that *AtWRKY18* and *AtWRKY60* work cooperatively with *AtWRKY40* to regulate ABA-related drought responses [44]. This suggests that the response of the transcription factor *CsWRKY40* may be related to the water-induced ABA signal. Whether ABA is directly or indirectly involved in L-theanine hydrolysis through the upstream regulation of *CsWRKY40* remains to be determined.

**Figure 6:**
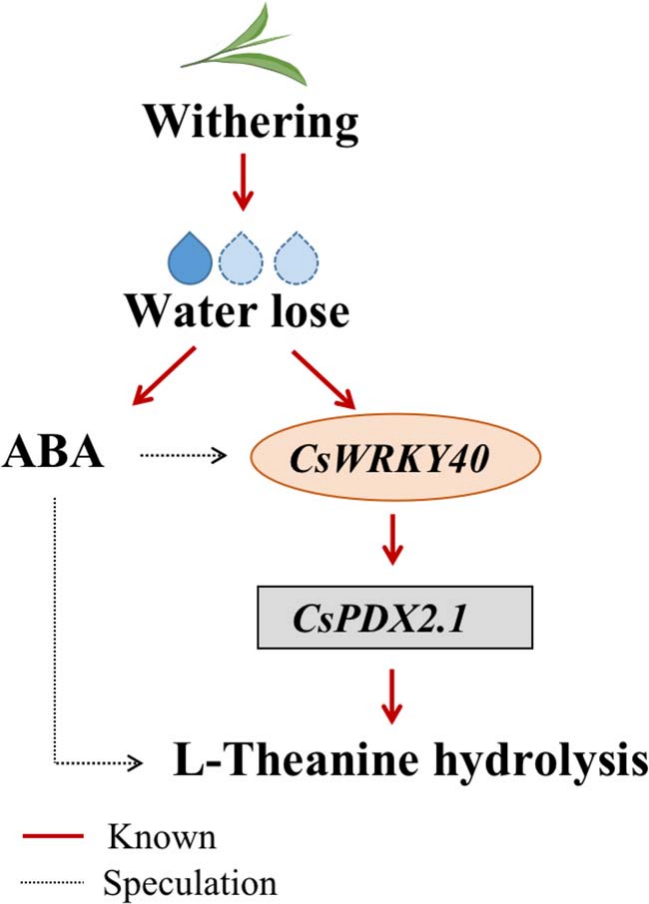
Upstream factors that regulate L-theanine hydrolysis in tea leaves during withering. The moisture content of detached tea leaves decreases with time. The expression of *CsWRKY40* increases, thus activating the promoter of *CsPDX2.1*, increasing the expression of the L-theanine hydrolase gene, and reducing L-theanine content. In addition, ABA accumulates and may inhibit L-theanine content by activating CsWRKY40 or other pathways. The solid red line represents the research content of this paper, whereas the dotted black line represents the speculated pathway.

## Materials and methods

### Plant materials and treatments

All tea materials (*C. sinensis* “Longjing 43”) were harvested from the Tea Research Institute at the Hangzhou Academy of Agricultural Sciences, China (N30°11′7.21″, E120°03′52.45″). Transcriptome data (GSE143971) were obtained from our previous work [20]. In brief, one bud and two leaves were withered under 25°C, 2000 lux, and 65% relative humidity for 24 h, and samples were collected at 0, 9, 15, and 24 h for transcriptome analysis.

In order to verify the dominant effect of water on L-theanine content and ABA content, a new batch of tender tea shoots with one bud and four leaves were picked on 29 April 2021. Tender stems without disease or wounding were cut with scissors and immediately inserted into culture bottles filled with water until treatment in the laboratory. All tea shoots were divided into three batches. The first batch of tea shoots was spread thinly onto white plates for withering. To establish the water retention treatment and the water loss treatment, the other two batches were inserted in water and 25% PEG6000 solution, respectively. The treated samples were incubated at 25°C and 65% humidity in the dark for 24 h in an artificial climate chamber. The second and third leaves of tea shoots were harvested at different time points (0, 3, 6, 9, 12, 18 and 24 h) for further experiments. The collected fresh samples were crushed with a grinder under liquid N_2_ and then stored at −80°C for later use.

### Weighted gene co-expression network analysis

The WGCNA R package was used for co-expression network analysis based on previous transcriptome data and physiological data [20]. A total of 26 524 genes (FPKM≥20) were classified into different modules. Combined with the changes in L-theanine and ABA contents, key genes were selected from the modules with the highest correlation coefficients. The soft power threshold was set to 14. Cytoscape 3.7.1 was used to describe the gene co-expression network.

### Tea genomic DNA and total RNA extraction

Genomic DNA and RNA were extracted from tea leaves using the CTAB (cetyltrimethyl ammonium bromide) method. For genomic DNA extraction, around 0.1 g fresh ground tea was added to 1 ml CTAB buffer (2% CTAB, 0.1 M Tris, 20 mM EDTA, 1.4 M NaCl, and pH 8.0) containing 2% β-mercaptoethanol (preheated to 65°C) and heated in a 65°C water bath for 10 min, then mixed well with 900 μl of chloroform/isoamyl alcohol (24:1, v:v). After centrifugation at 10000 rpm and 4°C for 10 min, the supernatant was transferred to a new tube, and an equal volume of chloroform and isoamyl alcohol mixture was added again. After centrifugation, 1/2 volume of 5 M NaCl and an equal volume of isopropanol were added to the supernatant, and the mixture was precipitated at −20°C for 1 h. The tube was then centrifuged at 12000 rpm and 4°C for 15 min. The precipitate was resuspended in 75% ethanol and centrifuged at 12000 rpm and 4°C for 2 min; the supernatant was removed, and the precipitate was washed again. After the ethanol had thoroughly evaporated, 100 μl TE buffer (10 mM Tris, 1 mM EDTA, and pH 8.0) was added to dissolve the pellet. Finally, 1 μl of solution was used to check the quality and concentration.

Total RNA was extracted by adding around 0.2 g leaves to 1 ml CTAB buffer (2% CTAB, 0.1 M Tris, 20 mM EDTA, 1.4 M NaCl and pH 8.0) containing 5% β-mercaptoethanol. After heating at 65°C for 15 min, 800 μl of chloroform/isoamyl alcohol (24:1, v:v) was added. After adequately mixing, the tube was centrifuged at 12000 rpm for 10 min. The supernatant was placed into a new 2-ml centrifuge tube, 800 μl of chloroform and isoamyl alcohol mixture was added, and the mixture was centrifuged at 12000 rpm for 10 min. The supernatant was transferred to a new 1.5-ml centrifuge tube, mixed with 1/5 volume of 12 M lithium chloride, and stored at 4°C for 12 h. After centrifugation at 10000 rpm and 4°C for 30 min, the precipitate was resuspended in 1 ml of 75% pre-cooled ethanol, centrifuged at 12000 rpm and 4°C for 5 min, and then washed again. When the ethanol had completely evaporated, the RNA pellet was dissolved in 20 μl sterile water.

### Dual-luciferase assay

A dual-luciferase assay was used to determine whether TFs had regulatory effects on the target promoter *in vivo*. Full-length genes and the promoter were cloned using Phanta Max Super-Fidelity DNA Polymerase (Vazyme) and then inserted into the pGreen II 0029 62-SK vector (SK) and the pGreen II 0800-LUC vector (LUC), respectively [45]. The primers for gene cloning and vector construction are listed in Supporting Information Table S1.

The methods of vector transformation and tobacco transfection were described by Wu et al. [46]. In brief, all recombinant SK and LUC vectors, as well as empty SK as a control, were electroporated into *Agrobacterium tumefaciens* GV3101. After the bacterial test, the successfully transformed bacteria were cultured on Luria-Bertani (LB) solid medium containing 50 μg ml^−1^ kanamycin and 25 μg ml^−1^ gentamycin. Bacterial samples were resuspended in infiltration buffer (10 mM MES, 10 mM MgCl_2_, 150 μM acetosyringone, and pH 5.6) when the maximum viability was reached, and the OD_600_ was then adjusted to 0.75. The infiltration solution, which was a mixture of TF and promoter suspension (v/v, 10:1), was carefully injected into the tobacco leaves (*Nicotiana benthamiana*). Three days after injection, intact leaf discs from infiltrated areas without injury were collected, thoroughly ground, and analyzed using dual-luciferase assay reagents (Vazyme).

### Phylogenetic analysis and sequence alignment

The amino acid sequences of CsWRKY40 and all *A. thaliana* Group II WRKY members were used for phylogenetic analysis. The amino acid sequence of CsWRKY40 was aligned with those of AtWRKY40 (AT1G80840), AtWRKY60 (AT2G25000), AtWRKY18 (AT4G31800), AcWRKY40 (PSS01081), and CcWRKY40 (CDO98227) to examine the domains of the Group IIa subfamily. MEGA X and DNAMAN software were used for phylogenetic tree construction and multiple sequence alignment, respectively.

### Electrophoretic mobility shift assay

The interaction of the CsWRKY40 protein and the *CsPDX2.1* promoter was assessed using an EMSA. The full-length **CsWRKY40* sequence* was cloned and inserted into the pGEX-4T-1 vector and then transformed into Rosetta-gami (DE3) pLys bacteria. The transformed strain was cultured at 37°C until the OD_600_ was 0.6–0.8 and then induced with IPTG (isopropyl β-D-1-thiogalactopyranoside, 0.3 mM) at 16°C for 20 h. The culture solution was centrifuged at 3000 rpm and 4°C for 15 min, and the precipitate was purified with a GST-tag Protein Purification Kit (Beyotime, Shanghai, China). The primers used are listed in Supporting Information Table S1.

EMSA was carried out according to the instructions of the LightShift Chemiluminescent EMSA kit (ThermoFisher Scientific). The 3′ biotin-labeled probes were synthesized by HuaGene (Shanghai, China), and double-stranded DNA probes were obtained by mixing and annealing the probes with their complementary chain. The probes without biotin label were used as cold probes to compete with labeled probes. The probes used in EMSA are listed in Supporting Information Table S2.

### Subcellular localization

The open reading frames (ORFs) of *CsWRKY40* and *CsPDX2.1* without stop codons were cloned and inserted into pCAMBIA2300-eGFP (enhanced green fluorescent protein). The primers for gene cloning are listed in Table S1. The constructed plasmids were transformed into *A. tumefaciens* GV3101 and then cultured on LB solid plates containing 50 μg ml^−1^ kanamycin. Activated bacterial samples were resuspended in infiltration buffer (10 mM MES, 10 mM MgCl_2_, 150 μM acetosyringone, and pH 5.6), and the OD_600_ was adjusted to ~0.75. *N. benthamiana* leaves were used for injection, infected leaf discs were collected after one day, and the eGFP signal was detected using a confocal laser scanning microscope (Nikon A1-SHS, Tokyo, Japan).

### cDNA synthesis and RT-qPCR analysis

A total of 1 g RNA per sample was used for cDNA synthesis. Genomic DNA was removed following the instructions of the PrimeScript 1st strand cDNA Synthesis kit (TaKaRa), and first-strand cDNA was synthesized for gene cloning and RT-qPCR.

RT-qPCR was performed using MonAmp ChemoHS qPCR Mix SYBR Green I (Monad) and a CFX96 instrument (Bio-Rad). The PCR reaction system prepared in the dark contained 10 μl MonAmp ChemoHS qPCR Mix, 2 μl diluted cDNA, 1 μl of each gene-specific primer (10 μM), and 6 μl RNAse-free water. After checking the melting curve, we aligned the PCR product sequence to ensure the specificity of the primers. *C. sinensis GAPDH* was used as an internal control for gene expression. Gene expression levels were analyzed by the 2^−ΔΔCt^ method. All gene-specific oligonucleotide primers were designed using Primer3 and are listed in Supporting Information Table S3.

### Moisture, L-theanine, and ABA measurements

The second and third leaves were used for physiological determination. Approximately 10 g of fresh tea samples were measured for moisture content using an infrared moisture meter (Sartorius MA35, Germany).

L-theanine extraction from fresh tea leaves was performed according to Cheng et al. [16]. L-theanine extraction solution (50 μl) was mixed with 200 μl *O*-phthalaldehyde (OPA) derivatization buffer (0.6 mM OPA acetonitrile solution [1 ml], 3-mercaptopropionic acid [125 μl], 0.4 M boric acid buffer [7 ml] and pH 10.2), and then 1 ml of 0.4 M boric acid buffer was added and diluted to 2 ml with distilled water. Afterwards, the derivative solution was filtered through a 0.45-μm filter and analyzed by HPLC (Shimadzu, Kyoto, Japan) with a Zorbax Eclipse AAA column (4.6×150 mm, 3.5 μm) at 40°C.

The mobile phase consisted of 40 mM dibasic sodium phosphate in water (pH 7.8) (A) and 45% methanol and 45% acetonitrile in water (B), and the flow rate was set to 1.5 ml min^−1^. Ten microliters of the filtrate was injected, and the gradient elution was performed as follows: the concentration of B increased from 5% (v/v) to 80% (v/v) over 18 min, increased to 100% (v/v) at 23 min, and was then maintained at 5% (v/v) for 7 min.

The endogenous ABA in tea leaves was extracted and detected according to the methods described by Xu et al. [20]. In brief, 0.1 g of crushed tea sample, 1 ml ethyl acetate, and 100 μl internal hormone standard (0.2 g L^−1^, D6-ABA) were mixed together, and the mixture was shaken overnight at 200 rpm and 4°C in the dark. After centrifugation at 12000 rpm and 4°C for 10 min, the supernatant was transferred to a fresh 10-ml centrifuge tube. The residue was extracted again using 1 ml of ethyl acetate with 2 h shaking and was centrifuged as described above. Finally, the supernatants were combined and dried under nitrogen. Then 0.5 ml 70% chromatographic methanol (v/v) was added to the supernatant and filtered through a 0.22-μm filter. The concentrations of endogenous hormones were analyzed with an LC–MS/MS instrument (Agilent 1260–6460) using an Agilent C18 column (150 mm × 2.1 mm, 3.5 μm). The mobile phase consisted of 0.1% formic acid (A) and methanol (B). The gradient elution was 40% B at 0 min, 100% B at 8 min, and 40% B at 10 min at a flow rate of 0.3 ml min^−1^. An electrospray ionization (ESI) source was used to detect mass spectra in negative ion multiple-reaction monitoring (MRM) mode.

## Acknowledgements

The authors are grateful to Prof. Xueren Yin of Zhejiang University for his precious advice on this project. This research was supported by the Natural Science Foundation of China (32072632).

## Author Contributions

P.X. and Y.W. designed the study. H.C., W.W., X.L., and Y.W. conducted the experiments and analyzed the data. H.C., Y.W., and P.X. wrote and edited the manuscript with input from all authors.

## Data availability

All the data generated in this study are included in this published article and its supplementary information.

## Conflict of interest statement

The authors declare no competing interests.

## Supplementary data

Supplementary data is available at *Horticulture Research* online.

## Supplementary Material

Web_Material_uhac025

# Supplementary material for: Transcription factor CsWRKY40 regulates L-theanine hydrolysis by activating the CsPDX2.1 promoter in tea leaves during withering
**Source:** Hortic Res. 2022 Feb 19;9:uhac025. doi: 10.1093/hr/uhac025
**Supplement:** Web_Material_uhac025

**Supplementary materials**

**Transcription factor CsWRKY40 regulates L-theanine hydrolysis by activating the *CsPDX2.1* promoter in tea leaves during withering**

Haiyan Cheng ^1,2^, Wei Wu ^2,3^, Xiaofen Liu ^2,3^, Yuefei Wang ^1,2^, Ping Xu ^1,2,*^

**Table list**

Table S1. Primers for gene cloning and vector construction.

Table S2. 3’biotin probe, cold probe and mutant probe using for EMSA.

Table S3. Primers for qPCR quantification of *CsPDX2.1* and *CsWRKY40.*

**Figure list**

Fig. S1. Comparison of FPKM values of two L-theanine hydrolyzation-related genes in the blue module associated with ABA trait.

Fig. S2. Visualization of gene coexpression network.

Fig. S3. The phylogenetic tree analysis and sequence alignment of CsWRKY40.

**Table S1.** Primers for gene cloning and vector construction

| Gene | Vector | Primer | Sequence (5’>3’) |
| --- | --- | --- | --- |
| *CsPDX2.1*-promoter | 007VS | forward | CGCAGGAGTCCCATACCTTG |
|  |  | reverse | CTCCAGGGATGATGAGAGAGG |
| *CsPDX2.1*-promoter | pGreenII-Luc | forward | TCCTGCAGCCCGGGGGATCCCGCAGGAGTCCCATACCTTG |
|  |  | reverse | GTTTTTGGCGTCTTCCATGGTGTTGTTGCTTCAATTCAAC |
| *CsWRKY40* | pGreenII-SK | forward | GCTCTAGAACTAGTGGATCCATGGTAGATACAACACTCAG |
|  |  | reverse | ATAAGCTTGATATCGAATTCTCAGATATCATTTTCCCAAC |
| *CsbZIP* | pGreenII-SK | forward | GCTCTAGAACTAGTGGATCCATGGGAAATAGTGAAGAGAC |
|  |  | reverse | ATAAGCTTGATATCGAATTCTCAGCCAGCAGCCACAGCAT |
| *CsB3* | pGreenII-SK | forward | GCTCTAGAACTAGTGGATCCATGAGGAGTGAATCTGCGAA |
|  |  | reverse | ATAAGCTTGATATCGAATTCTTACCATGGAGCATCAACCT |
| *CsbHLH* | pGreenII-SK | forward | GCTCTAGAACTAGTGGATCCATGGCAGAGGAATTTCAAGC |
|  |  | reverse | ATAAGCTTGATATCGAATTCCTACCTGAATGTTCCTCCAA |
| *CsGRAS* | pGreenII-SK | forward | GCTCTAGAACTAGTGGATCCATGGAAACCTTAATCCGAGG |
|  |  | reverse | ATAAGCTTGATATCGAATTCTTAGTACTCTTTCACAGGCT |
| *CsZF* | pGreenII-SK | forward | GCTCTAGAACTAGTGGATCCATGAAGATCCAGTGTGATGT |
|  |  | reverse | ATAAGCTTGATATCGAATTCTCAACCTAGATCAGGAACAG |
| *CsWRKY40* | pGEX-4T-1 | forward | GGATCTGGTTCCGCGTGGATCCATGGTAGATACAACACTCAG |
|  |  | reverse | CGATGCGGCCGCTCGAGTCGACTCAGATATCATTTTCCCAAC |
| *CsPDX2.1* | eGFP | forward | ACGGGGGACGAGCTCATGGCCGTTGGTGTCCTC |
|  |  | reverse | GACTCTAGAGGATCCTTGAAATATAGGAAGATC |
| *CsWRKY40* | eGFP | forward | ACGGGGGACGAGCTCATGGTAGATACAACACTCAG |
|  |  | reverse | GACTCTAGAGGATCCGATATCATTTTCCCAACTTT |

**Table S2.** 3’biotin probe, cold probe and mutant probe using for EMSA

| probe | modified | Primer | Sequence (5’>3’) |
| --- | --- | --- | --- |
| 3’biotin probe | 3’biotin | forward | TTTATTTAAGAATTGACCGTAGATAACTTT |
|  | 3’biotin | reverse | AAAGTTATCTACGGTCAATTCTTAAATAAA |
| cold probe | - | forward | TTTATTTAAGAATTGACCGTAGATAACTTT |
|  | - | reverse | AAAGTTATCTACGGTCAATTCTTAAATAAA |
| mutant probe | 3’biotin | forward | TTTATTTAAGAAAAAAAAGTAGATAACTTT |
|  | 3’biotin | reverse | AAAGTTATCTACTTTTTTTTCTTAAATAAA |

**Table S3.** Primers for qPCR quantification of *CsPDX2.1* and *CsWRKY40*

| Gene | Primer | Sequence (5’>3’) |
| --- | --- | --- |
| *CsGAPDH* | forward | TTGGCATCGTTGAGGGTCT |
|  | reverse | CAGTGGGAACACGGAAAGC |
| *CsPDX2.1* | forward | TGCTAGGGACTGCCTTTCAT |
|  | reverse | TTCTCCAACTGCAACAATGC |
| *CsWRKY40* | forward | TGCCAACAAGTCCAATATTCTG |
|  | reverse | TCCCAACTTTCTATCGGATCAT |

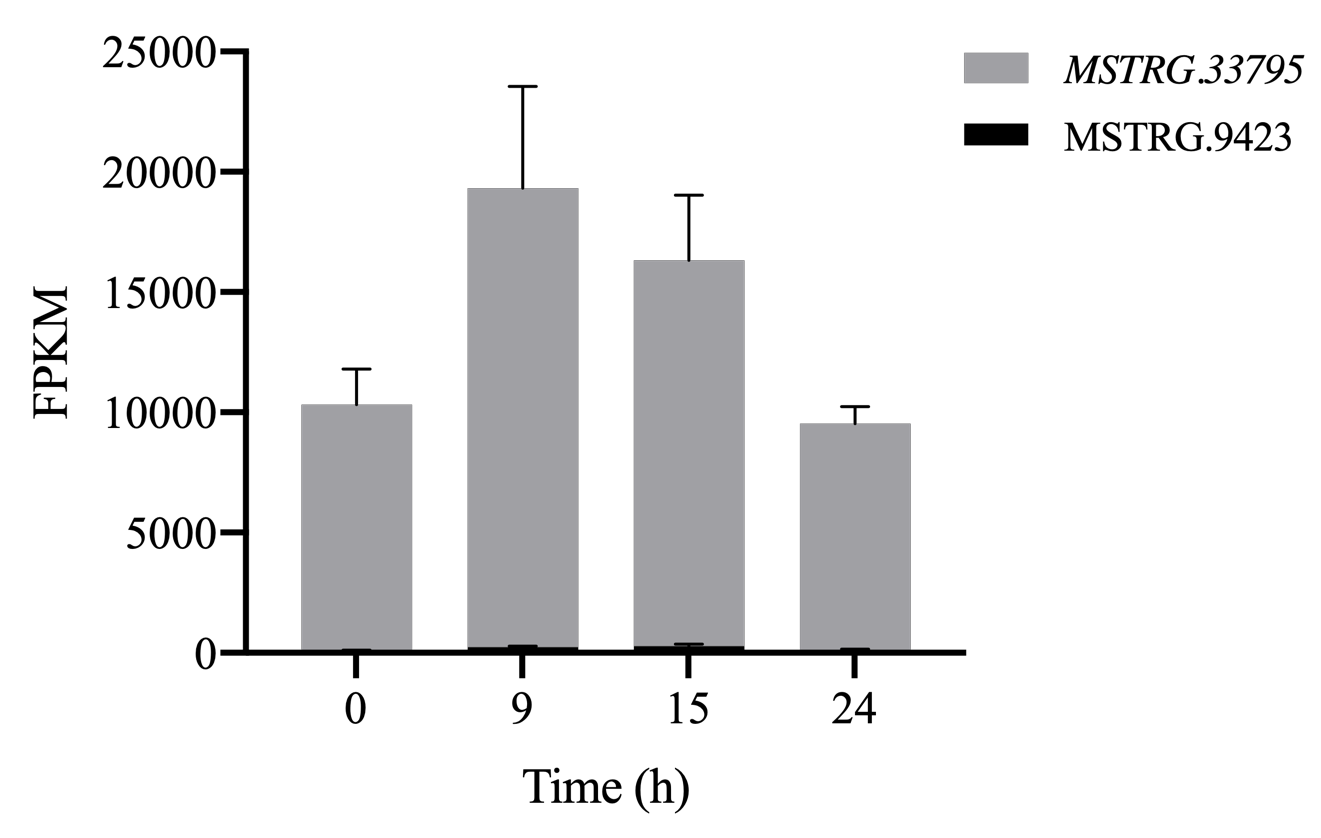

**Fig. S1.** Comparison of FPKM values of two L-theanine hydrolyzation-related genes in the blue module associated with ABA trait. The horizontal axis represents the time for tea withering.

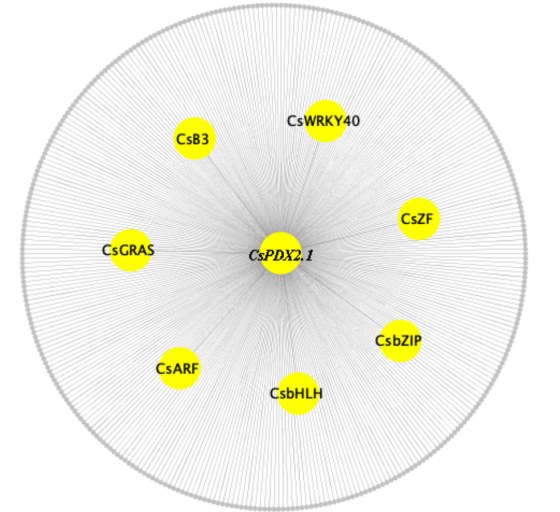

**Fig. S2.** Visualization of gene coexpression network. 7 candidate transcription factors were screened out of 344 genes related to *CsPDX2.1*. Cytoscape was used to construct network.

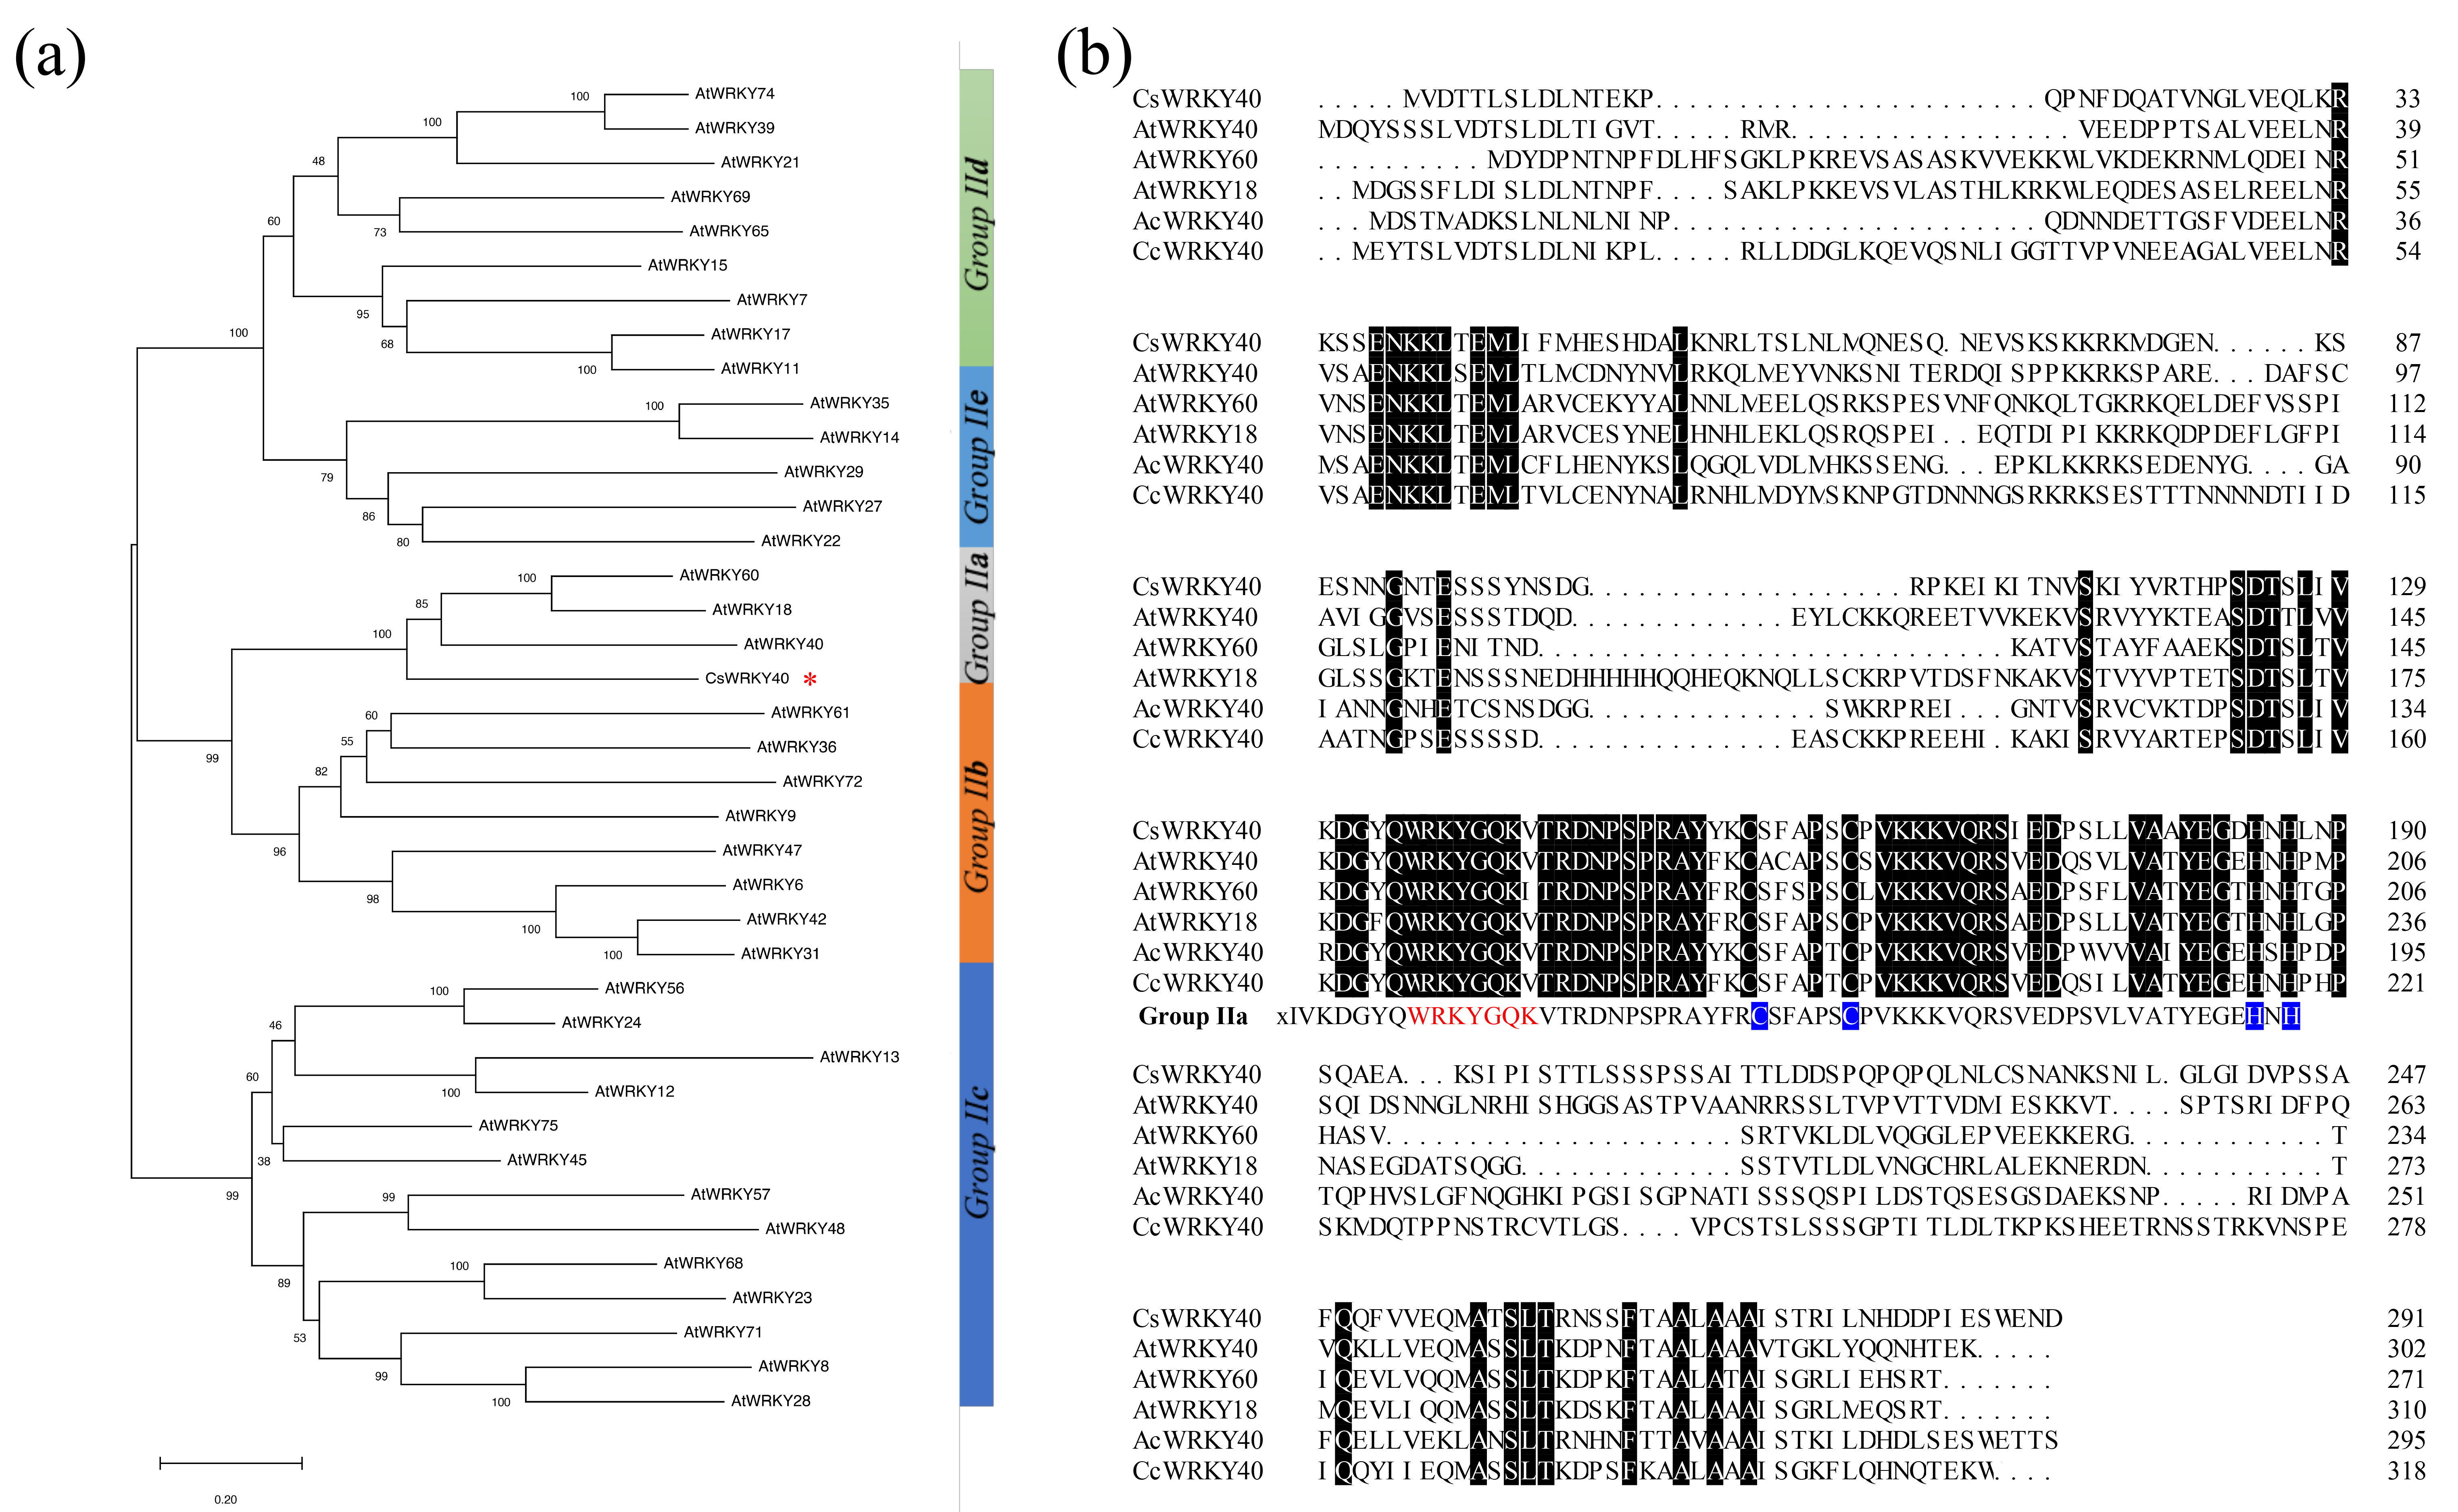

**Fig. S3.** The phylogenetic tree analysis and sequence alignment of CsWRKY40. (a) Comparison with *Arabidopsis* group II WRKY proteins indicates that CsWRKY40 was a group IIa protein, and the highest homology with AtWRKY40. A phylogenetic tree was constructed using MEGAX. (b) Sequence alignment of CsWRKY40 protein with homologous WRKYs from other plants. The WRKY domain consensus for group IIa are shown, red highlight and blue shadow represent the WRKY domain and the zinc finger motif, respectively. DNAMAN was used for sequence alignment.

How the deposited data were processed for this re-analysis (not part of the article)

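Leaves of withering tea shoots were sequenced at 0, 9, 15 and 24 h, with 3 libraries per time. Libraries were tied to times by the titles and source names in the sample labels, and the columns of the table carry a prefix that differs from those titles by 1 letter, with the same time and replicate numbers.

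The authors deposited 1 table of whole-number counts per gene, not normalized, with 1 column per library. The submitters' processing notes name FastQC 0.10.1, Trimmomatic, HISAT2 2.0.5 and StringTie 1.3.1. The genome build, the strand setting and the counting step are not given in the sources used here. Of the 52332 genes, 25475 carry an assembled MSTRG identifier and 26857 a CSS identifier, and 14517 have no description. Scaffold coordinates are those of the table. Every line names a gene.

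Genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr by time, glmQLFit and glmQLFTest) in 1 fit with time as a factor, with Benjamini-Hochberg adjustment and a threshold of 0.05, and 26712 genes passed the filter. The standard error of a log2 fold change is its size divided by the square root of F. Gene lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over lists and times. Correlations with CsPDX2.1 were Pearson r and Spearman rho over the 12 libraries, with permutation p-values from 100000 resamples (two-sided), adjusted over the 6 transcription factors. The number of genes with an r of at least 0.9 was set against 1000 permutations. Co-expression groups came from the topological overlap of |r| to the power 14, average linkage and groups at a fixed joining height, with at least 30 genes per group and groups merged above an eigengene correlation of 0.75 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1). These ran on the 19611 genes with at least 20 counts in each library.

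The genes named were set by a rule written before the data were examined, as were the design, the alternatives and 19 gene lists. The exceptions, named after their values were seen, are MSTRG.12209 and MSTRG.9070, the genes with the most counts, and some members of the theanine and glutamine list. Those members were named beside the 4 largest changes of that list. The rule took each gene the paper names, the 8 largest rises and 8 largest falls per time among described genes that passed the test with a mean of at least 10 CPM and no overlap between the libraries, and the 4 largest changes per list. Not every gene it took is printed. The descriptions did not all carry the words of the lists. Short symbols were then matched as whole words and long database summaries left out, a choice made after the descriptions were seen and before any list was tested. Matching anywhere in the description, and added spellings, were run as alternatives chosen after seeing the data. The lists cover theanine and glutamine metabolism, ABA synthesis, ABA signalling, dehydration protection, WRKY factors, heat shock proteins, photosynthesis, flavonoids, jasmonate and lipoxygenase aroma, terpene volatiles, aquaporins, chlorophyll breakdown and senescence, cell wall, ribosomal proteins, caffeine synthesis, proteolysis and autophagy, the clock, other organisms, and plastid and mitochondrial transcripts. The list for caffeine synthesis matched 0 genes under each matching. That for other organisms matched 0 genes, but 3777 when matched anywhere in the description, of which 2354 were tested, and did not pass camera at 9, 15 or 24 h (adjusted p = 0.553, 0.989 and 0.752).

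The fit was tested on simulated counts for 9 h against 0 h over 26105 genes. It recovered 20 of 67 genes changed 1.5-fold, 51 of 67 changed 2-fold and 63 of 66 changed 4-fold, and 3 unchanged genes were called. No other genes were changed, and as many rose as fell. This therefore does not test the scaling where most genes change, as in the real libraries. In the list test, 0 of 100 unchanged lists had a p under 0.05. The simulated genes were drawn independently of each other, so this does not show how the list test behaves on correlated genes. The correlation step found 200 of 200 genes made to follow another, and the grouping step found 3 of 3 groups among 640 genes.

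At 64931031 to 118261728 counts per library, counting error is small beside the spread between libraries except for genes of few counts, such as MSTRG.9423. No pair of libraries differed by less than the sampling noise. Alternatives were DESeq2 1.42.0, its size factors in edgeR, library size alone, other filters, only the groups compared, the replicate number as a block, each library left out in turn, a fold of at least 2, other scales and thresholds of correlation, other heights of the network, and other list tests. The L-theanine and ABA levels used in the paper's network were not used here, nor was its qRT-PCR.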

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

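The tests of library size, of 9 h replicate 1, of a shared time course and of other splits of the libraries were chosen only after the results were seen, and those of the 10 and 100 most abundant genes before.

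CsPDX2.1 and the 6 transcription factor genes had effects against 0 h that differed between 9 and 24 h by a direct test of 24 h against 9 h (edgeR's quasi-likelihood test). The paper picked the 6 from these same libraries for their correlation with CsPDX2.1, whose mean count was highest at 9 h. A fall in all of them largely follows from that choice and is not independent evidence. The log2 change from 9 to 24 h was -0.32 for CsPDX2.1, -2.23 for CsWRKY40 (adjusted p = 1.83e-06), -0.97 for CsbZIP, -1.61 for CsB3, -1.43 for CsbHLH, -2.08 for CsGRAS and -1.40 for CsZF. For CsPDX2.1 the call ended without 9 h replicate 2 (adjusted p = 0.0765) and without 24 h replicate 1 (adjusted p = 0.0558). With all libraries it also ended with DESeq2 (adjusted p = 0.0616) and with DESeq2's size factors in edgeR (adjusted p = 0.0695).

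Against 0 h, CsPDX2.1 at 24 h turned from 0.40 to -0.27 with library size as the only scaling. Leaving the 10 most abundant genes out of the totals gave -0.20 (SE 0.092), which argues against these 10 as the whole cause. Leaving out 100 moved it further towards 0, to -0.12 (SE 0.089), which argues only weakly against these 100 as the whole cause: it lies below 0 by more than 1 SE, the bound used, and a bound of 2 SE, tried after the values were seen, would leave them open. Leaving out 1000, which held 34.27% of the counts at 0 h and 48.08% at 24 h, gave 0.07 (SE 0.087). The make-up of the counts thus shifted over more genes than these 100. Library size alone moved the median of all genes by -0.667 at 24 h against 0 h, so the turn came with a scaling common to all genes. A change of the total RNA per leaf, and with it the direction per leaf, was not tested.

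The number of genes that followed CsPDX2.1 at an r of at least 0.9 was 895 on counts. It was 21 on CPM, of which 20 were among the 895, and 292 on counts without 9 h replicate 1, so library size and that library may both add to it. On CPM, 3 of 1000 permutations reached 21 genes (p = 0.004), consistent with a time course shared by those few genes, and the highest reached 91. The libraries share times, so permuting them singly gives too small a p, and a regulatory link was not tested.

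The paper reports no test of gene lists on these data, and some lists rose against 0 h with an estimated correlation too. The adjusted p from camera was 0.032 for dehydration protection at 9 h, 0.032 for proteolysis and autophagy at 15 h and 0.032 at 24 h, and 0.0439 for ABA signalling at 24 h. The call for dehydration protection depends on how its patterns were matched to descriptions (adjusted p = 0.989 when matched anywhere).

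With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In fits of the 6 libraries compared, the real split called 16071, 16547 and 18461 genes at 9, 15 and 24 h, 1 of 10 splits calling as many each time, and the highest of the others called 0. For a change over the 4 times, 1 of 40 regroupings, the real one, called 21789 genes and the highest other 8721. That share is under 0.05, the bound used. The regroupings moved libraries singly, and the libraries of a time may be technical repeats, so this does not exclude chance differences between batches of leaves.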

How the results depend on the processing

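The literal matching of the lists and the added spellings were chosen after seeing the data. The cause of the changes below was not tested unless the alternative's own construction shows it.

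Counts of changed genes stayed within 1.5 times under DESeq2, its size factors, the other filters, fits of only the groups compared, and each library left out in turn. With library size alone, 5814 genes were higher at 24 h than at 0 h and 4975 were higher at 24 h than at 9 h (27.3% of the calls, in place of 46.3%). A fold of at least 2, a stricter criterion, left 3503 higher and 3575 lower at 9 h, 3998 and 4554 at 15 h, and 6119 and 7698 at 24 h against 0 h, 1663 and 2025 at 15 h against 9 h, and 4320 and 5879 at 24 h against 9 h. No change of CsPDX2.1 reached that fold (0.72, 0.64 and 0.40 against 0 h, and -0.32 from 9 to 24 h), nor did MSTRG.9423 at 24 h (0.76).

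CsPDX2.1 at 24 h against 0 h reversed with library size alone (-0.267), as did CsbZIP (-0.378). From 9 to 24 h CsPDX2.1 lost its call with DESeq2's size factors (-0.238) and with DESeq2 (-0.238), and ranged from -0.397 to -0.265 with each library left out. MSTRG.9423 at 24 h against 0 h lost its call with library size alone (0.097) and in a fit of only the 2 groups (0.763), and ranged from 0.602 to 0.981. From 9 to 24 h it gained a call with library size alone (-0.833). The rotamase gene MSTRG.41678 at 9 h had a log2 fold change of 6.15 with all libraries and 0.30 without 9 h replicate 3, and its call also ended without any of the 0 h libraries.

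The minimum of 20 left 6193 genes on TMM CPM. The number of genes that followed CsPDX2.1 was 3031 at an r of at least 0.8, 114 at 0.95, 71 on log2 CPM, 21 on CPM and 225 within times, and ranged from 292 (without 9 h replicate 1) to 1241 (without 15 h replicate 3) with each library left out. Co-expression groups numbered 7 with the height at 95%, 2 on log2 CPM and 2 with signed adjacency, and the group of CsPDX2.1 held 5869 genes with the height at 95%. Within times, r on counts was 0.84 for CsWRKY40, 0.881 for CsbZIP, 0.725 for CsB3, 0.793 for CsbHLH, 0.89 for CsGRAS and 0.879 for CsZF. Counts hold library size. Within times on log2 CPM, r was -0.314 for CsWRKY40, -0.283 for CsB3 and between 0.273 (CsGRAS) and 0.574 (CsZF) for the others. Without the 2 farthest libraries, r on counts was 0.881 for CsbHLH and 0.869 for CsGRAS. Over all 12 libraries on log2 CPM it was 0.412 for CsGRAS.

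With an estimated correlation, 1 list was called higher at 9 h and 1 at 15 h, and 0 were called lower at 9, 15 and 24 h. The test fry, which does not compare a list with other genes, called 9, 7 and 7 lists higher at 9, 15 and 24 h, and 7 and 6 lower at 15 and 24 h. Literal matching called 1 list higher at 9 h and 2 at 15 h, and added spellings called 2 lower at 9 h.

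With the replicate number as a block, 7084 genes were higher and 6969 lower at 9 h, and among the counts of genes, fold changes and list tests, which were the results run with the block, only the call of MSTRG.41678 at 9 h was lost (4.531, adjusted p = 0.21). Libraries of the same number did not deviate together (18 pairs, r from -0.217 to 0.126, with 4 of 12 libraries closest to their own number), so the numbers were not taken as pairs. The ratio of the PDX2 genes divided by gene length was not run, since transcript lengths were not used here. Depth limits genes of few counts, such as MSTRG.9423, at a mean of 102 counts at 0 h.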

Differences from the paper's values

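The paper reports 27 modules, and the network here gave 1 group. The height at 95%, the use of log2 CPM and the signed network, set before the data were examined, gave 7, 2 and 2 groups, none within the paper's value, and the fixed height used is not the paper's method.

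For the module that holds CsPDX2.1 the paper's number is 6726 genes and the group here held 19477. The network here was made from 19611 genes, fewer than the paper retained by FPKM. Of the alternatives set before the data were examined, the height at 95% came within 1.5 times of the paper's number (5869), and log2 CPM (19230) and the signed network (15353) did not.

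The paper reports 344 genes highly correlated with CsPDX2.1, and 895 had an r of at least 0.9 here, while the paper's text states no minimum. The 895 were found among 19611 genes, fewer than the paper retained by FPKM. Of the alternatives set before the data were examined, only leaving out 9 h replicate 1 came within 1.5 times of the paper's number (292). Leaving out any other library (755 to 1241), an r of at least 0.8 (3031) or 0.95 (114), log2 CPM (71), CPM (21), Spearman's rho (611) and the correlation within times (225) did not.

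For the values of CsPDX2.1 in Fig. S1, given there as FPKM, the mean counts here were 10231, 19072, 16026 and 9411 at 0, 9, 15 and 24 h, where the paper shows about 10000, about 19000, about 16000 and about 9500 in Fig. S1, read by eye. The unit named differs and the values do not.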

Other observations

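Allene oxide synthase (MSTRG.26946), an enzyme of jasmonate synthesis, rose from 5.70 CPM at 0 h to 66.5, 266 and 4599 CPM at 9, 15 and 24 h (log2 fold change 9.66 at 24 h, SE 0.13, adjusted p = 4.42e-14 from edgeR's quasi-likelihood test, n = 3), and lipoxygenase 1 (MSTRG.6150) rose by 5.10. Of the 43 genes of their list, 9 were higher and 25 lower at 15 h, the same adjusted over the list alone (camera adjusted p = 0.00308 for a fall, and adjusted p = 0.196 with an estimated correlation). The list did not pass at 9 h, with 12 higher and 18 lower (adjusted p = 0.358), or at 24 h, with 12 higher and 22 lower (adjusted p = 0.24). Of 30 genes of terpene volatiles, 21 were lower and 6 higher at 24 h, the same adjusted over the list alone (adjusted p = 0.0136, and adjusted p = 0.227 with an estimated correlation). At 9 h 11 were lower and 13 higher (13 and 13 adjusted over the list alone; adjusted p = 0.526), and at 15 h 15 were lower and 11 higher (16 and 11 adjusted over the list alone; adjusted p = 0.139). Terpene synthase 14 (MSTRG.7429) fell by 5.57 at 9 h. Of 35 flavonoid genes, 19 were lower and 5 higher at 9 h, the same adjusted over the list alone (adjusted p = 0.0233, and adjusted p = 0.391 with an estimated correlation, and adjusted p = 0.064 with the added spellings), and flavonol synthase 1 (MSTRG.43497) fell by 3.96, while 4-coumarate:CoA ligase 2 (MSTRG.17556) rose by 3.99 at 24 h. The flavonoid list did not pass at 15 h, with 18 lower and 7 higher (adjusted p = 0.0535), or at 24 h, with 19 lower and 11 higher (adjusted p = 0.463), though at 15 h it passed without 9 h replicate 1 (0.0487), 9 h replicate 2 (0.042), 24 h replicate 1 (0.0402) or 24 h replicate 3 (0.048). Of 291 genes of proteolysis and autophagy, 126 were higher and 51 lower at 15 h (adjusted p = 0.0283) and 149 were higher and 81 lower at 24 h (adjusted p = 0.0136), the same adjusted over the list alone. At 9 h, 108 were higher and 51 lower (108 and 52 adjusted over the list alone), and the list did not pass (adjusted p = 0.0907).

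The lists for heat shock proteins, cell wall, chlorophyll breakdown and senescence, and aquaporins did not pass camera at any time. Their adjusted p was 0.167, 0.0709 and 0.111 at 9, 15 and 24 h for heat shock proteins, 0.662, 0.099 and 0.72 for cell wall, 0.584, 0.111 and 0.332 for chlorophyll breakdown and senescence, and 0.88, 0.88 and 0.849 for aquaporins. Of 160 heat shock genes, 77 were higher and 48 lower at 24 h. Of 221 cell wall genes, 73 were higher and 89 lower at 24 h (median -0.15, mean 0.14), and of 54 genes of chlorophyll breakdown and senescence, 23 were higher and 19 lower. Each of these counts was the same adjusted over the list alone. Of the 2 aquaporins matched, 1 was higher and 1 lower at 9 h, also adjusted over the list alone. With spellings added after the descriptions were seen, 20 of 39 aquaporins were higher and 5 lower at 9 h (adjusted p = 0.00257), and that list did not pass at 15 or 24 h (adjusted p = 0.183 and 0.358). The list for plastid and mitochondrial transcripts also took in ATPases of other membranes, such as the E1-E2 type gene MSTRG.13561, which rose by 3.85 at 24 h. A gene of the gamma subunit of the F1 ATPase (MSTRG.18706) fell by 5.51. Of its 137 genes, 67 were higher and 29 lower at 15 h (69 and 29 adjusted over the list alone; adjusted p = 0.0469, and adjusted p = 0.227 with an estimated correlation). The list did not pass at 9 h, with 43 higher and 33 lower (adjusted p = 0.526), or at 24 h, with 66 higher and 40 lower (adjusted p = 0.139). The call at 15 h ended with matching anywhere (adjusted p = 0.062) and added spellings (adjusted p = 0.0521), and without 0 h replicate 2 (adjusted p = 0.0559), 0 h replicate 3 (0.0539) or 15 h replicate 3 (0.0634).

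The gene the paper names CsWRKY40 (MSTRG.6798, described in the table as WRKY18) was at 3.94, 14.6, 10.2 and 3.09 CPM at 0, 9, 15 and 24 h. In the paper's comparison of protein sequences (Fig. S3), CsWRKY40 is closest to WRKY40 of Arabidopsis. Another gene, MSTRG.49422, is described in the table as WRKY40, and was at 15.3, 172, 99.8 and 806 CPM at 0, 9, 15 and 24 h (log2 fold change 5.72 at 24 h, SE 0.08). In a separate withering experiment, whose data were not analysed here, the paper reports a rise of CsWRKY40 in the later hours. That was measured by qRT-PCR, in leaves of a new batch of shoots kept in the dark. Its values were not compared with those of either gene here.

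The hypothesis that Fig. S1 and Fig. 1a were drawn from the deposited counts was tested, for Fig. S1 only after the match was seen and for Fig. 1a before. The mean counts of CsPDX2.1 differed from the values read from Fig. S1 by at most 2.3%. The 11 joining heights of the sample dendrogram, relative to the highest, differed from those read from Fig. 1a by at most 0.005 on counts and by 0.19 on CPM. Both are consistent with figures made from counts. The paper gives the values of Fig. S1 as FPKM, and it describes its network, made with the WGCNA R package, as built on genes filtered by FPKM.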
